# The SET Domain Protein, Set3p, Promotes the Reliable Execution of Cytokinesis in *Schizosaccharomyces pombe*

**DOI:** 10.1371/journal.pone.0031224

**Published:** 2012-02-08

**Authors:** Stefan Rentas, Reza Saberianfar, Charnpal Grewal, Rachelle Kanippayoor, Mithilesh Mishra, Dannel McCollum, Jim Karagiannis

## Abstract

In response to perturbation of the cell division machinery fission yeast cells activate regulatory networks that ensure the faithful completion of cytokinesis. For instance, when cells are treated with drugs that impede constriction of the actomyosin ring (low doses of Latrunculin A, for example) these networks ensure that cytokinesis is complete before progression into the subsequent mitosis. Here, we identify three previously uncharacterized genes, *hif2*, *set3*, and *snt1*, whose deletion results in hyper-sensitivity to LatA treatment and in increased rates of cytokinesis failure. Interestingly, these genes are orthologous to *TBL1X*, *MLL5*, and *NCOR2*, human genes that encode components of a histone deacetylase complex with a known role in cytokinesis. Through co-immunoprecipitation experiments, localization studies, and phenotypic analysis of gene deletion mutants, we provide evidence for an orthologous complex in fission yeast. Furthermore, in light of the putative role of the complex in chromatin modification, together with our results demonstrating an increase in Set3p levels upon Latrunculin A treatment, global gene expression profiles were generated. While this analysis demonstrated that the expression of cytokinesis genes was not significantly affected in *set3Δ* backgrounds, it did reveal defects in the ability of the mutant to regulate genes with roles in the cellular response to stress. Taken together, these findings support the existence of a conserved, multi-protein complex with a role in promoting the successful completion of cytokinesis.

## Introduction

The successful completion of cytokinesis requires the intricate interplay of gene products ranging from signaling molecules to elements of the cytoskeleton. Taken together these regulatory mechanisms ensure that cytokinesis occurs in a faithful and dependable manner once every cell cycle and over wide-ranging growth conditions. In *Schizosaccharomyces pombe*, just as in more developmentally complex eukaryotes, cytokinesis is critically dependent on the assembly and constriction of a contractile actomyosin ring [1], [2]. The assembly of the ring occurs at the onset of mitosis through the formation of cortical nodes comprised of proteins with roles in nucleating and assembling actin filaments [3]. Once assembled into a contractile ring, the constriction of the filaments is controlled through the action of a regulatory module referred to as the septation initiation network (SIN). The SIN is comprised of a GTPase-regulated signaling cascade that is involved in proper ring assembly, temporal co-ordination of ring constriction, as well as the deposition of the division septum [4], [5].

Given the importance of cytokinesis in cellular growth and development, it is not surprising that evidence supporting the existence of a cytokinesis monitoring system has emerged in *S. pombe*. This monitoring system has the capacity to 1) halt cell cycle progression at G2/M transition, and 2) stabilize the contractile actomyosin ring upon perturbation of the cell division machinery [6], [7], [8], [9], [10], [11]. Together, these mechanisms ensure that cytokinesis is complete before a new cell cycle begins. Important regulators of the cytokinesis monitoring system include the SIN itself, the Cdc14 family phosphatase, Clp1p, the 14-3-3 protein, Rad24p, and the kinase, Lsk1p [8], [9], [10], [12], [13], [14].

The critical role of these components can be observed experimentally through the treatment of fission yeast cells with low doses of the actin depolymerising drug, Latrunculin A (LatA) [8], [10], [12], [13], [14], [15]. At the concentrations used (20–50 times less than that needed to completely depolymerize the actin cytoskeleton) such treatment leads to a Clp1p and Rad24p dependent delay in mitotic entry and the extended activation of the SIN. This leads to a prolonged cytokinesis-competent state that is characterized by continuous repair and re-establishment of the actomyosin ring [8], [10], [11], [13]. Abrogation of this system in *clp1Δ* or *rad24Δ* mutant backgrounds results in cytokinesis failure and the subsequent generation of inviable, multi-nucleate cells [8], [10].

In order to identify other genes with roles in promoting the reliable execution of cytokinesis, a library of *S. pombe* gene deletion mutants was screened for hyper-sensitivity to LatA (M. Mishra and D. McCollum, unpublished). One of the identified genes – defined by the annotated *S. pombe* ORF, SPCC1235.09 – encoded a WD repeat protein orthologous to human TBL1X, which is known to form part of a histone-deacetylase complex with both the MLL5 and NCOR2 proteins [16]. Since knockdown of *TBL1X*, *MLL5*, or *NCOR2* results in cytokinesis failure in HeLA cells [16] we were interested to determine if an orthologous complex might also exist in fission yeast.

In this report we present the results of the molecular and genetic analysis of the fission yeast orthologues of *TBL1X*, *MLL5*, and *NCOR2*, and show that – just like their human counterparts – they are indeed important for the reliable execution of cytokinesis. Furthermore, in light of the predicted role of the complex in chromatin modification, we performed global gene expression profiling. While this analysis demonstrated that cytokinesis genes were not significantly affected, it did reveal that the *set3Δ* mutant was impaired in its ability to modulate the expression of stress response genes. The relevance of these findings within the context of understanding the relationship between cytokinesis failure, aneuploidy, and cancer progression is discussed.

## Results

### The fission yeast Hif2p, Set3p, and Snt1p proteins share sequence similarity with the human TBL1X, MLL5, and NCOR2 proteins, respectively

To identify novel regulators of cytokinesis, a library of fission yeast gene deletion mutants was screened for hypersensitivity to LatA (M. Mishra and D. McCollum, unpublished). LatA treatment results in the depolymerization of actin filaments through the sequestration of actin monomers [15]. At low concentration (0.2–0.5 µM, or approximately 20–50 times less than that needed to completely depolymerize the actin cytoskeleton) LatA can be used to impede actomyosin ring constriction and activate the cytokinesis monitoring system. For these reasons LatA treatment can be used as a tool in genetic screens to identify mutants defective in cytokinesis [8], [10], [12], [13].

This reverse genetic approach identified a strain bearing a deletion in the annotated open reading frame, SPCC1235.09, which encodes a WD repeat domain protein (Figure 1). Reciprocal BLAST searches revealed that the encoded gene product was the likely orthologue of human TBL1X (19% identity and 58% similarity; Figure S1). Interestingly, TBL1X exists in a histone deacetylase complex together with the MLL5 and NCOR2 proteins [16]. Even more intriguing was the fact that knockdown of either the *TBL1X*, *NCOR2*, or *MLL5* genes in HeLa cells results in increased rates of cytokinesis failure [16]. Furthermore, the budding yeast orthologue of the WD repeat protein also exists in a well characterized histone deacetylase complex [17]. This suggested the existence of an evolutionarily conserved multi-protein complex with a role in the faithful and reliable execution of cytokinesis.

**Figure 1:**
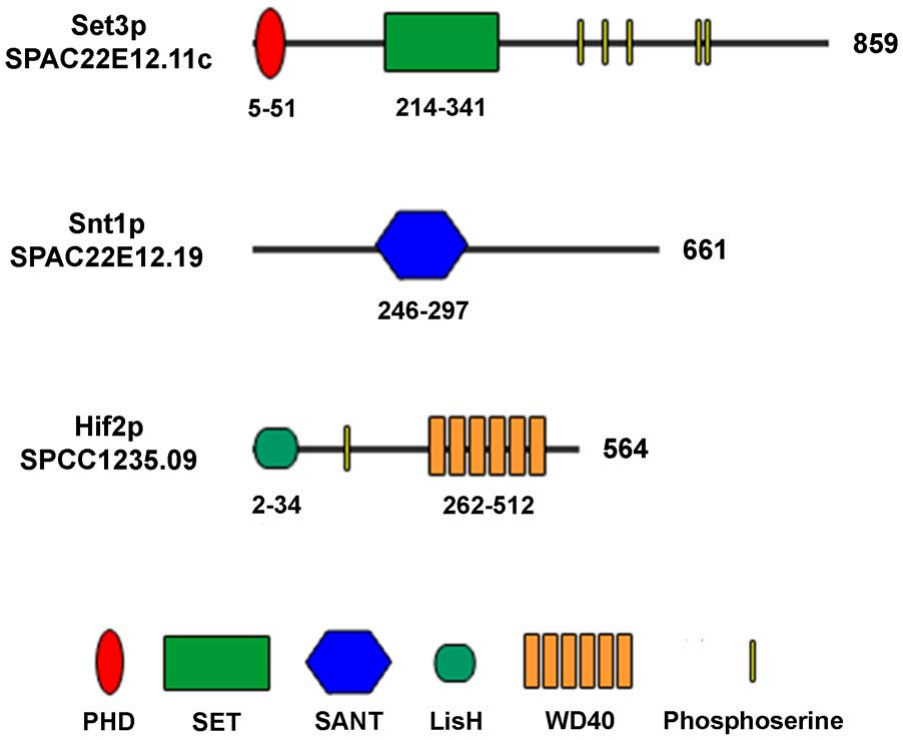
Domain structure of Set3p, Snt1p, and Hif2p. Structures are based upon Uniprot database predictions. Arabic numerals to the right of each schematic indicate the length of the protein in amino acids. Arabic numerals below each schematic indicate the amino acid position of that domain within the protein. Schematics are not drawn to scale.

To identify potential *S. pombe* orthologues of MLL5 and NCOR2, reciprocal BLAST searches were performed. This analysis identified two open reading frames, SPAC22E12.11c and SPAC22E12.19, which encode proteins with significant similarity to human MLL5 and NCOR2, respectively (Figure 1; Figure S1). We have named the SPCC1235.09, SPAC22E12.11c and SPAC22E12.19 open reading frames, *hif2*, *set3* (*set* domain containing), and *snt1* (*s*a*nt* domain containing), respectively.

A representation of the fission yeast Hif2p, Set3p, and Snt1p proteins and their conserved domains are shown in Figure 1. These domains typically function in chromatin remodeling. For instance, the SET domain infers possible histone methyltransferase (HMT) activity while the plant homeodomain zinc finger (PHD) is thought to assist in protein interaction with nucleosomes [18], [19]. The SANT domain is a motif found in numerous co-repressor proteins and has been proposed to recognize unmodified histone tails [20]. Lastly, the LisH domain has been shown to be important in binding to hypoacetylated histone H4 tails [21].

### *hif2Δ*, *set3Δ* and *snt1Δ* mutants display cytokinesis defects upon perturbation of the cell division machinery

If Hif2p, Set3p, and Snt1p act as part of a protein complex with a common function, then one would expect the respective loss of function mutants to exhibit similar phenotypes. To determine if this were the case, *hif2Δ*, *set3Δ*, and *snt1Δ* strains, as well as the respective double and triple mutant strains, were grown to mid-log phase in liquid YES at 30°C and 10-fold serial dilutions were plated onto YES plates containing LatA or DMSO (solvent control). Interestingly, all mutants displayed a reduced capacity for growth in the presence of LatA in comparison to wild type (Figure 2A).

**Figure 2:**
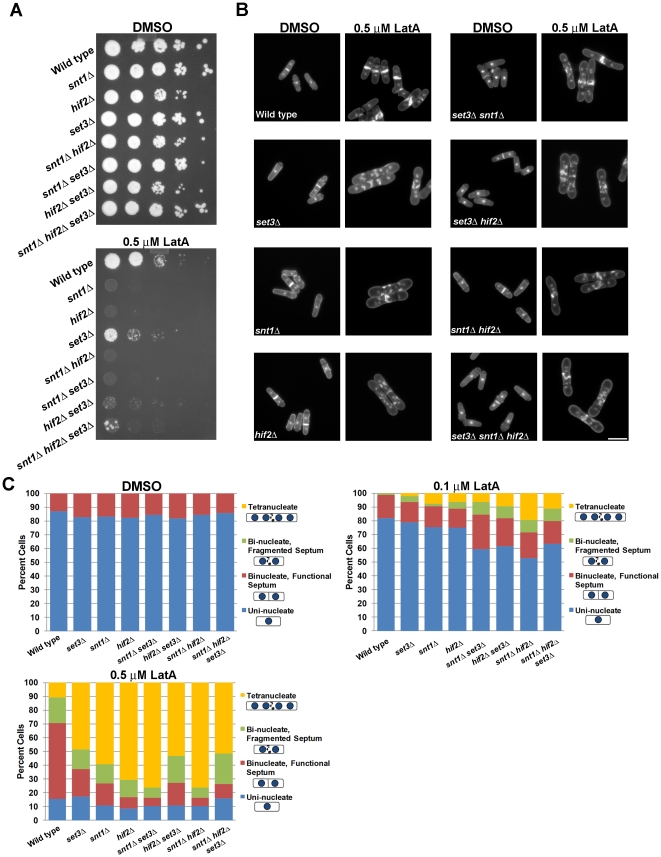
*hif2*, *set3*, and *snt1* deletion mutants are hyper-sensitive to LatA treatment. (**A**) Ten-fold serial dilutions of logarithmically growing cells of the indicated genotype were plated onto YES plates containing 0.5 µM LatA or DMSO (solvent control) at 30°C for 3 d. (**B**) Cells of the indicated genotype were grown to mid-log phase at 30°C and then treated with 0.5 µM LatA for 5 h before being fixed and stained with DAPI (nuclei) and aniline blue (cell wall/septa). Bar, 10 µm. (**C**) Quantitation of phenotypes of cells treated as in B. Between 200 and 500 cells were counted for each genotypic class.

Next, the cells were examined at the microscopic level to determine if the observed sensitivity to LatA was related to defects in cytokinesis. The deletion mutants were treated with LatA (0.5 µM) or DMSO (solvent control) for 5 hours in liquid YES growth medium, and subsequently fixed and stained with DAPI and aniline blue to visualize the nucleus and cell wall/septum, respectively [22]. The cells were classified into four different phenotypic categories: i) uni-nucleate cells, ii) bi-nucleate cells with a morphologically normal septum (i.e. the septum completely bisects the cell), iii) bi-nucleate cells with a fragmented septum (i.e. the septum is non-functional and does not completely bisect the cell), and iv) tetra-nucleate cells.

As shown in Figure 2B *hif2Δ*, *snt1Δ*, *set3Δ* and wild-type strains did not display any obvious growth defects when cultured in the presence of DMSO. In contrast, large proportions of *hif2Δ*, *snt1Δ*, and *set3Δ* mutant cells (49–75%) displayed a tetra-nucleate phenotype when treated with 0.5 µM LatA, whereas only 11% of wild type were tetra-nucleate (Figure 2B,C). Importantly, in support of the hypothesis that the three gene-products work within the same pathway, no significant synthetic effects were observed when the respective double and triple gene deletion mutants were assayed using only 0.1 µM LatA (Figure 2C). Moreover, genetic analysis with strains bearing mutations in genes encoding various cytokinesis regulators (*myo2-E1*, *cdc12-112*, *cdc15-140*) revealed specific synthetic interactions between the *set3*, *snt1*, and *hif2* gene deletions and the temperature sensitive *cdc15-140* mutation. The presence of either the *hif2Δ*, *snt1Δ*, or *set3Δ* gene deletions reduced the restrictive temperature of *cdc15-140* strains to a similar extent (but did not affect the restrictive temperatures of *myo2-E1* or *cdc12-112* strains) (Figure S2). Taken together, the similarities in phenotype observed in *hif2Δ*, *snt1Δ*, and *set3Δ* gene deletion mutants are consistent with a model in which the three proteins modulate a common biological process that influences the successful completion of cytokinesis in *S. pombe*.

### Set3p works in parallel to other regulators of the cytokinesis monitoring system

The cytokinesis failure observed in *hif2Δ*, *snt1Δ*, and *set3Δ* mutants was reminiscent of that seen in the previously characterized cytokinesis regulators, *clp1Δ* and *lsk1Δ* [8], [13]. It was thus of interest to determine if these proteins functioned within the same pathway or in parallel to Clp1p (a Cdc14 family phosphatase) or Lsk1p (a Ser-2 CTD kinase), respectively. If Set3p functioned in a linear pathway with Clp1p or Lsk1p, one would expect *set3Δ clp1Δ* and *set3Δ lsk1Δ* double mutants to exhibit similar hyper-sensitivity to LatA relative to the respective single mutants. Conversely, if Set3p functioned in parallel, one would expect *set3Δ clp1Δ* and *set3Δ lsk1Δ* double mutants to exhibit a more severe sensitivity to LatA than either of the respective single mutants. To differentiate between these two possibilities, a wild-type strain, as well as the respective single and double deletion mutants, were treated with LatA (0.1 µM) or DMSO for 5 hours in liquid YES growth medium. This was followed by fixation and staining with DAPI and aniline blue to visualize the nucleus and cell/wall septum, respectively. Interestingly, both *set3Δ clp1Δ* and *set3Δ lsk1Δ* double mutants showed a significant increase in sensitivity to LatA (Figure 3). At a concentration of 0.1 µM both double mutants displayed a large proportion of tetra-nucleate cells with fragmented septa. In contrast, the phenotypes of single mutants at this dose were far less severe. These results are consistent with a model in which Set3p functions in parallel to both Clp1p and Lsk1p. Thus, *set3* defines a novel regulatory pathway governing the successful completion of cytokinesis in fission yeast.

**Figure 3:**
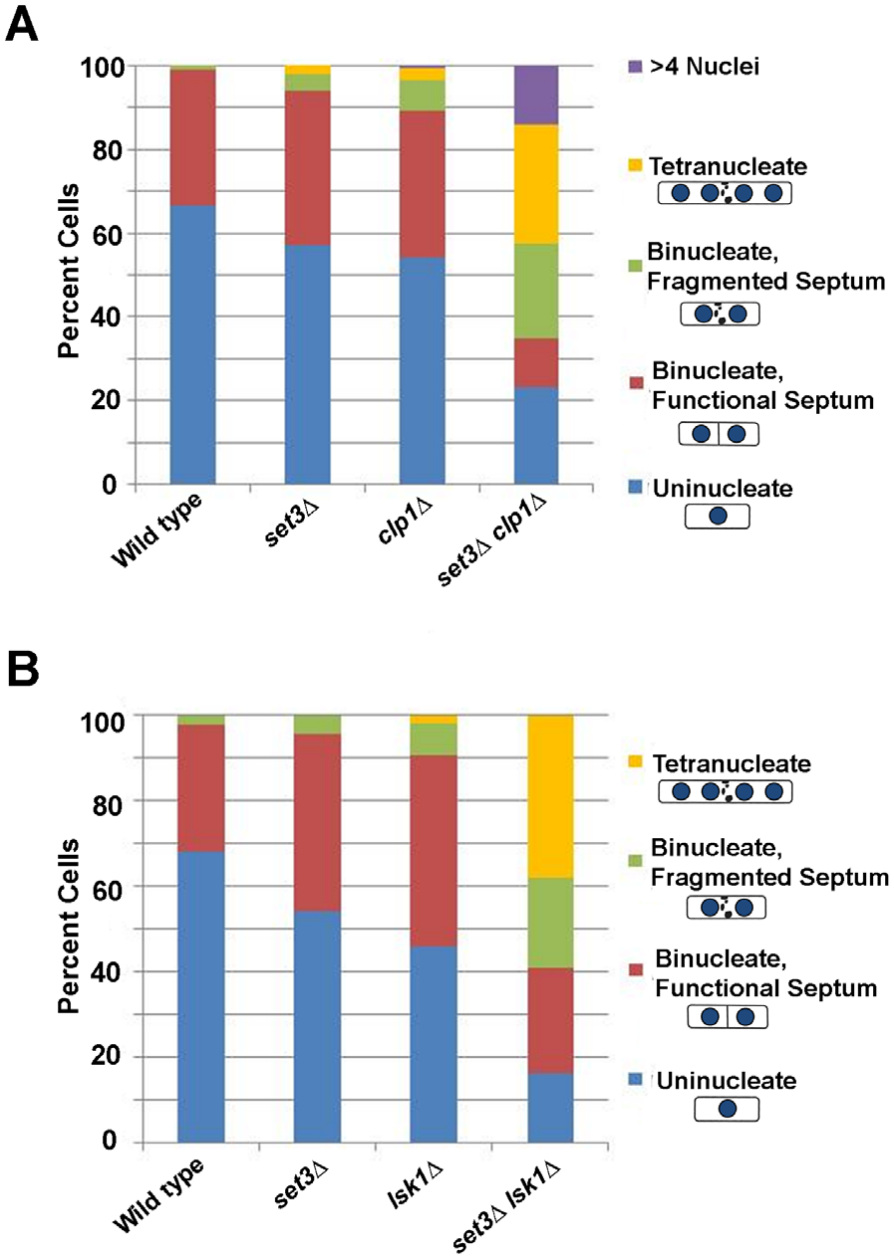
*set3* functions in a pathway parallel to those defined by *clp1* and *lsk1*. Cells of the indicated genotype were grown to mid-log phase at 30°C and then treated with 0.1 µM LatA for 5 h before being fixed and stained with DAPI (nuclei) and aniline blue (cell wall/septa). Two hundred cells were counted for each genotypic class.

### Set3p, Hif2p and Snt1p form a nuclear-localized complex

Bioinformatics suggested that the *hif2*, *set3*, and *snt2* gene products exist as part of a conserved histone deacetylase complex. In order to function in chromatin remodeling, one would expect Hif2p, Set3p, and Snt2p to localize to the nucleus. To test this prediction, strains expressing GFP-tagged fusion proteins – integrated at their normal genomic loci and under the control of their native promoters – were constructed. Consistent with a role in chromatin modification, all three proteins localized to the nucleus (Figure 4A). The localization of the fusion proteins was not altered as a function of cell cycle position or as a function of LatA concentration in the growth medium (data not shown).

**Figure 4:**
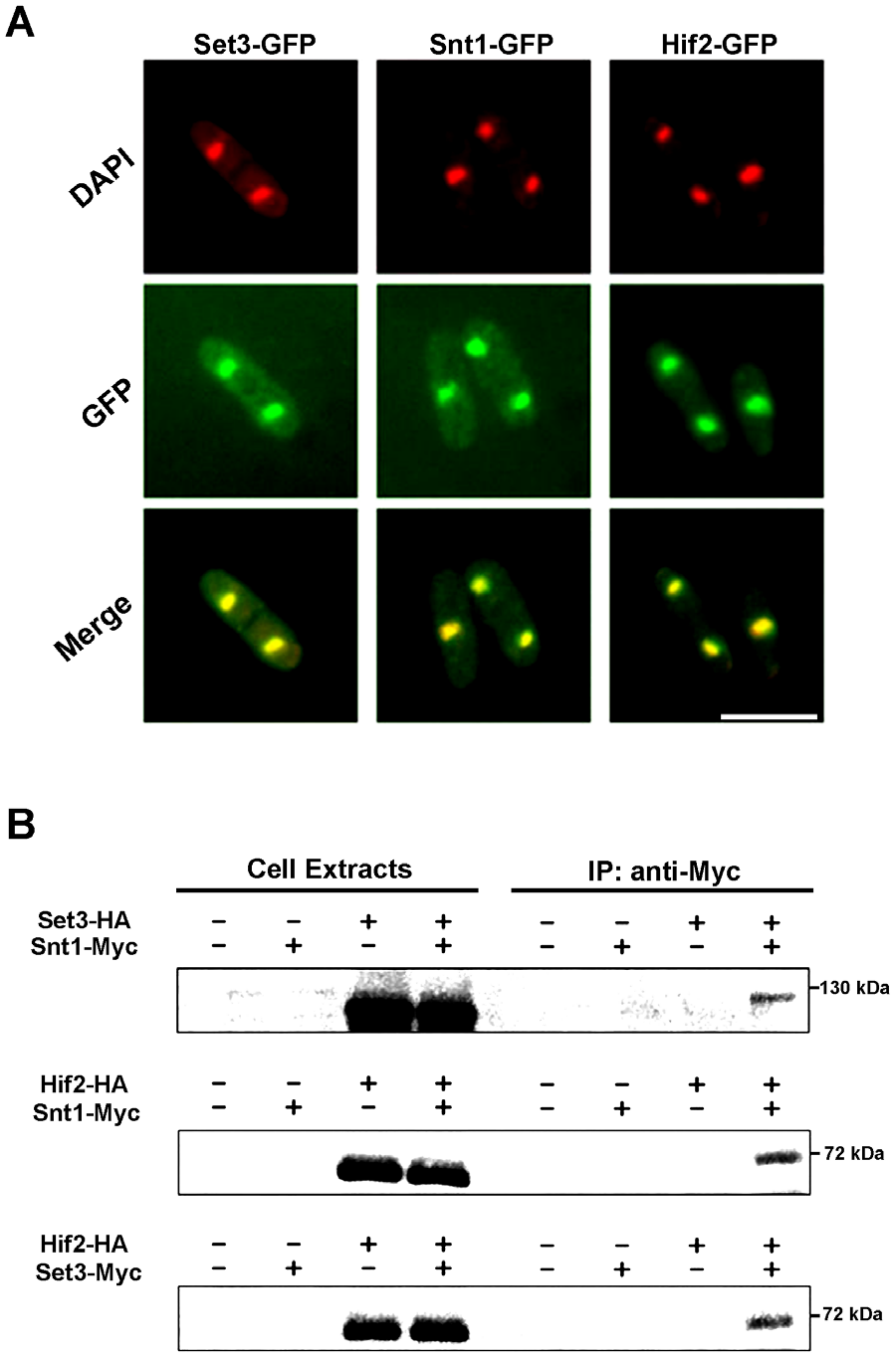
Hif2p, Set3p, and Snt1p form a nuclear-localized complex. (**A**) Cells expressing the indicated fusion proteins were grown to mid-log phase at 30°C in YES media, fixed, and then stained with DAPI and observed using the DAPI and GFP filter sets. Bar, 5 µm. (**B**) Cells expressing the indicated fusion proteins were grown to mid-log phase in YES, lysed under native conditions, and subjected to anti-Myc immunoprecipitations. Both total lysates and immunoprecipitates were resolved by SDS-PAGE and immunoblotted with antibodies specific for the HA epitope.

Next, to determine if Hif2p, Set3p, and Snt1p physically interacted *in vivo*, co-immunoprecipitation experiments using Myc- or HA-epitope tagged alleles were performed. Interestingly, Set3-HA and Hif2-HA fusion proteins could be detected in anti-Myc immuno-precipitates of Snt1-Myc Set3-HA and Snt1-Myc Hif2-HA extracts (Figure 4B, top and middle panels). Likewise, Hif2-HA proteins could be detected in anti-Myc immuno-precipitates of Set3-Myc Hif2-HA extracts (Figure 4B, bottom panel). Taken together, these data demonstrate that Hif2p, Set3p, and Snt1p exist as part of a nuclear-localized protein complex in *S. pombe*.

### Protein levels of Set3p, Hif2p and Snt1p increase upon LatA treatment

Since *hif2Δ*, *set3Δ*, and *snt2Δ* mutants display cytokinesis defects upon LatA treatment, we next asked if the expression levels of these proteins might be responsive to the presence of LatA in the growth medium. To this end, protein extracts were made from LatA (0.5 µM) or DMSO treated strains expressing Set3-HA, Snt1-HA and Hif2-HA fusion proteins. The levels of Set3-HA, Snt1-HA and Hif2-HA were then quantified by western blotting. Remarkably, while no significant changes were noted in DMSO treated cells, the protein levels of Set3p, Snt1p, and Hif2p increased 2–3 fold upon LatA treatment (Figure 5A–C). Increasing the dose of LatA to 1 µM did not increase the level of induction (compare Figure 5A, left and right panels). Thus, the magnitude of the increase is not dosage dependent in this range of LatA concentrations.

**Figure 5:**
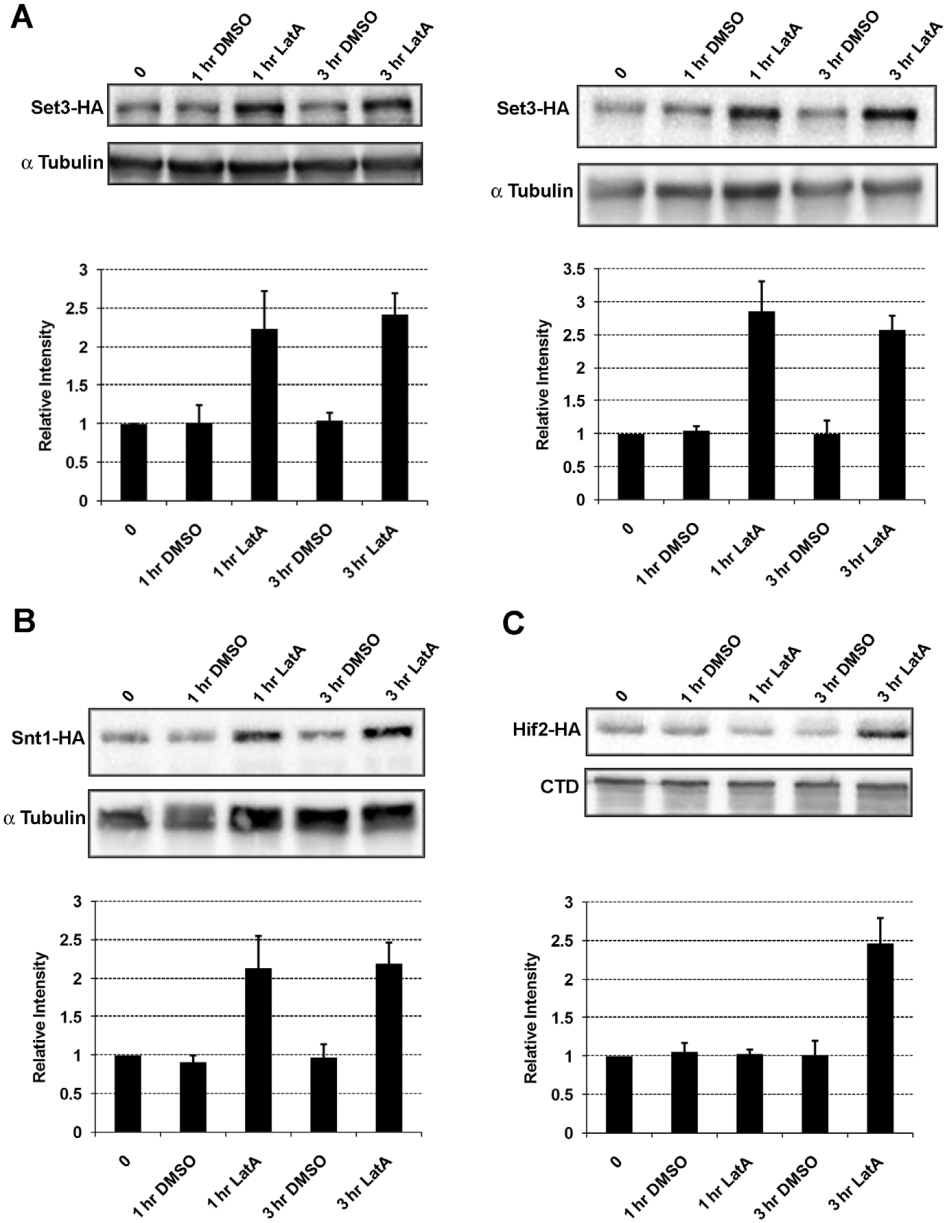
Set3p, Snt1p and Hif2p levels increase two- to three-fold upon treatment with low doses of LatA. (**A**) Strains expressing the indicated fusion proteins were grown to early log phase in YES at 30°C and treated with 0.5 µM LatA (left panel) or 1 µM LatA (right panel). Extracts were subjected to SDS-PAGE, transferred to PVDF membranes, and immunoblotted with anti-HA antibody. Tubulin was used as a loading control. (**B and C**) Strains expressing the indicated fusion proteins were grown to early log phase in YES at 30°C and treated with 0.5 µM LatA. Extracts were subjected to SDS-PAGE, transferred to PVDF membranes, and immunoblotted with anti-HA antibody. Tubulin or the RNA pol II carboxy-terminal domain (CTD) were used as loading controls. Signal intensities relative to the loading controls of three independent trials were quantified using ImageJ 1.41 Gel Analyzer software and are plotted below representative blots. Error bars indicate sd.

To ensure that changes in protein level were not due to genotype specific delays at a particular cell cycle stage (since wild-type cells engage the cytokinesis monitoring system, whereas the respective gene deletion mutants have this system abrogated) we examined the levels of the respective epitope tagged proteins upon release from a G2/M block produced through the use of the temperature sensitive *cdc25*-22 mutation (Figure S3A). The efficiency of the block and release was monitored by examining the level of bi-nucleate cells every 30 minutes after shifting from 36°C to 25°C (Figure S3B,C). The levels of Set3-HA, Snt1-HA, Hif2-HA were not significantly altered as a function of cell cycle position (Figure S3A). Taken together, these results are consistent with a model in which the increased activity of the Set3p-Snt1-Hif2p complex is required for a proper cellular response to LatA induced stress.

### Microarray expression profiling

Histone deacetylase complexes have well defined roles in regulating transcription through chromatin modification [23], [24]. This suggested a model in which the Set3p complex might affect the transcription of genes involved in regulating cytokinesis or the cytoskeleton. To further explore this hypothesis, expression profiles were generated for both wild-type and *set3Δ* mutants. Total RNA was extracted from wild-type or *set3Δ* cultures treated with LatA (0.5 µM) or DMSO for 3 hours. The RNA samples were then used in microarray hybridizations using Yeast Genome 2.0 Gene Chips purchased from Affymetrix. Three replicates of each strain under each growth condition (plus or minus LatA) were obtained for a total of 12 samples. After data processing (see Materials and Methods) the 12 samples were grouped according to two parameters: genotype (wild-type or *set3Δ*) and drug (LatA treated or DMSO treated). 

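Latrunculin A (LatA) binds actin monomers and so blocks the assembly of actin filaments, and DMSO is its solvent. Each of the 4 groups (wild type with DMSO, wild type with LatA, *set3Δ* with DMSO and *set3Δ* with LatA) had 3 arrays, which the sample labels call biological replicates. The paper gives the LatA dose as 0.5 µM, while the sample labels give 0.5 mM; both give 3 hours of treatment, at 30°C. Table S1 lists a wild-type strain with the auxotrophic markers of the labels as h− and the *set3Δ* strain as h+, but the paper does not say which strains of the table were hybridized. The Yeast Genome 2.0 array carries probe sets for budding and fission yeast, and the *S. pombe* probe sets were analysed. The authors corrected the background and normalized the arrays with RMA. The deposited values are log2 intensities in which each probe set is centred on its own median over the 12 arrays. They show how far a transcript lay above or below its median, but not how far it lay above background, and transcripts cannot be ranked by level. The number of arrays limits the precision: the median SD of a probe set between the 3 arrays of a group was 0.106 in wild type with DMSO, 0.079 in wild type with LatA, 0.114 in *set3Δ* with DMSO and 0.0708 in *set3Δ* with LatA (log2 units). Across probe sets, which are not independent replicates, the centred values of replicate arrays correlated with r from 0.612 to 0.897 in the wild-type groups and in *set3Δ* with LatA, and from 0.25 to 0.507 in *set3Δ* with DMSO. Centring can lower r in a group that lies near the median of the 12 arrays. The median absolute difference between replicate arrays was alike with DMSO, from 0.111 to 0.141 in *set3Δ* and from 0.0907 to 0.155 in wild type. The *set3* probe set checks the strain labels: it lay between 1.97 and 2.31 above its median in the wild-type arrays and between -2.59 and -1.97 in the *set3Δ* arrays. Of the probe sets, 3917 carried the name of 1 gene (2864 from the platform's annotation and 1053 only from File S1), 19 matched several genes and 944 have no name here. Differential expression was tested with limma, comparing 2 groups of 3 arrays at a time. A gene was counted as differentially expressed at an adjusted p below 0.05 (Benjamini-Hochberg, over all of these probe sets) and a fold change above 1.5. These are the thresholds of the paper, whose text does not name the test behind its p-values. Whether the LatA response itself differed between the strains was tested in a fit over all 12 arrays, as the response of *set3Δ* minus the response of wild type. The gene lists of File S1 were used with all members found on the array: 136 CESR-UP, 104 CESR-DN, 332 of 333 cytokinesis and 559 of 561 stress genes. Of its sheet of all genes the first 1999 lines, fewer than those of the deposited values, were read, and their group means equalled those of the deposited values to within 5.1e-06.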

The complete data set, showing log_2_ normalized intensity values for all genes is included in File S1.

Next, to assess whether the expression data was providing meaningful biological results, the expression levels of genes known to play a role in the *S. pombe* core environmental stress response (CESR) were analyzed in wild-type cells [25]. The CESR defines a group of 240 genes whose expression is affected by a variety of different stresses. These stresses include extremes of temperature, osmolarity, salt concentration, as well as treatment with oxidizing or DNA damaging agents [25]. The expression of these genes is thought to define a transcriptional profile characterizing exposure to environmental stresses in *S. pombe*. Since LatA treatment would constitute an environmental stress, the expression of the CESR genes was analyzed in wild-type cells to determine if the microarray analysis could correctly detect changes in CESR gene expression.

The CESR is sub-divided into two groups: 136 genes that are up-regulated in response to stress (CESR-UP), and 104 that are down-regulated in response to stress (CESR-DN). 

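In wild-type cells, most CESR-UP transcripts lay higher and most CESR-DN transcripts lower with LatA. Of the 136 CESR-UP genes, 122 had a positive log2 fold change, with a median of 0.77 over the list, and of the 104 CESR-DN genes, 96 had a negative one, with a median of -0.75. The largest increases among the CESR-UP genes were those of *mug147* (log2 fold change 2.95, standard error 0.58, adjusted p = 0.0103 from limma, 3 arrays per group) and *zym1*, which encodes a metallothionein (2.81, standard error 0.38, adjusted p = 0.00508). SPAC15E1.02c and SPAC23C11.06c followed, with log2 fold changes of 2.38 and 2.15. The largest decreases among the CESR-DN genes were those of SPBC887.17 (log2 fold change -2.08, standard error 0.37, adjusted p = 0.00794 from limma) and *set7* (-1.56, standard error 0.14). The transcript of *dbp3*, an RNA helicase of ribosome biogenesis, also fell by 1.56 and that of *acl4* by 1.25 on the log2 scale. Directions were not uniform: 14 CESR-UP genes had a negative and 8 CESR-DN genes a positive log2 fold change.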

When the expression of these genes was examined it was apparent that the majority of CESR-DN genes (96 out of 104) were down-regulated, whereas the majority of CESR-UP genes (120 out of 136) were up-regulated in LatA treated cultures relative to DMSO treated controls (Figure 6). Taken together these results indicated that the microarray analysis was providing accurate and biologically meaningful data.

**Figure 6:**
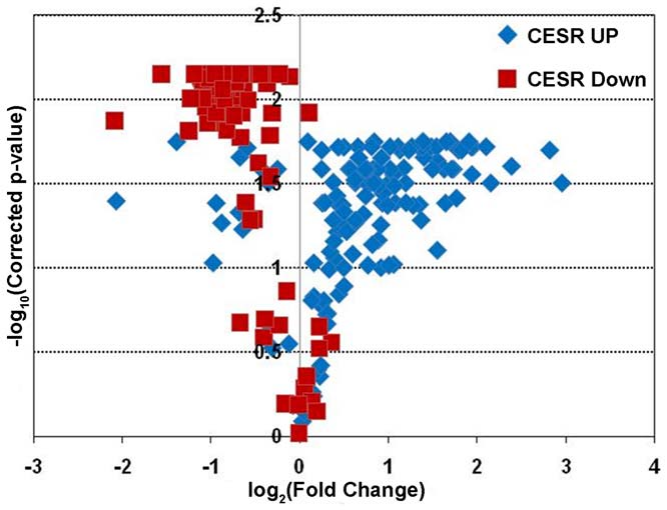
The core environmental stress response genes (CESR) respond to LatA treatment in wild-type cells. Volcano plot analysis of the expression of the CESR genes in wild-type strains treated with 0.5 µM LatA. Blue diamonds represent CESR genes normally up-regulated in response to multiple stresses. Red squares represent CESR genes normally down-regulated in response to multiple stresses.

For subsequent analysis, the data was grouped into four categories for comparison: 1) wild type, DMSO treated, 2) wild type, LatA treated, 3) *set3Δ*, DMSO treated and 4) *set3Δ*, LatA treated. In order to identify genes differentially regulated by genotype, volcano plots (p-value<0.05; fold change >1.5) were used to compare the gene expression profiles of wild-type and *set3Δ* mutant strains in both DMSO and LatA treated conditions. We first examined the expression of 333 genes with known roles in cytokinesis and/or the cytoskeleton (File S1 for a complete list). 

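In wild-type cells, 33 of 332 cytokinesis and cytoskeleton genes were differentially expressed between LatA and DMSO, 10 higher and 23 lower with LatA (33 when adjusted over the list alone). Over all probe sets 708 passed, a larger share than the 9.94% of this list. The SD of the log2 fold changes was 0.374 in the list and 0.476 over all probe sets. As a list these genes did not pass limma's camera test against all other probe sets (adjusted p = 0.724, and adjusted p = 0.97 with an estimated correlation). The largest changes in the list were those of SPBPB10D8.02c (log2 fold change -1.46, standard error 0.28, adjusted p = 0.00958 from limma), *osr2* (1.26, standard error 0.15), *dut1*, which encodes dUTPase (-1.20, standard error 0.09), and SPBC31F10.17c (-1.13, standard error 0.12). The heavy chain of type II myosin, *myo2*, had a log2 fold change of 0.52 (adjusted p = 0.0109 from limma), a fold change of 1.44 that lies below the threshold. In *set3Δ* cells, 12 of the 332 genes changed with LatA, 3 higher and 9 lower (12 when adjusted over the list alone), among them the Ace2p target *adg3* (log2 fold change -1.25, standard error 0.23, adjusted p = 0.0302 from limma). These 12 were 3.61% of the list, a share like that of the 176 calls among all probe sets in *set3Δ*. The difference between the responses of the strains passed the limma test for none of the 332 genes (60 at an unadjusted p below 0.05). Leaving out wild-type DMSO replicate 1 raised the wild-type count to 50. The *set3Δ* count was 0 without *set3Δ* DMSO replicate 1, LatA replicate 1 or LatA replicate 2, 4 without DMSO replicate 2, 22 in a fit over all 12 arrays, and 0 with each gene's own variance.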

None of the genes were identified as being differentially expressed in response to LatA treatment. Furthermore, scatterplots comparing wild-type and *set3Δ* strains treated with either DMSO or LatA (Figure 7) showed a strong correspondence of expression for the vast majority of cytokinesis genes. Thus, the gene expression data did not support a model in which the Set3p complex plays a role in modulating the transcription of genes with roles in cytokinesis and/or the cytoskeleton.

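Between *set3Δ* and wild-type cells, 327 of 332 cytokinesis genes lay within a fold change of 1.5 of each other with DMSO and 326 of 332 with LatA. The 95th percentile of the fold changes was 1.34 with DMSO and 1.33 with LatA. With DMSO, 1 gene of the list was differentially expressed (1 when adjusted over the list alone): *mat3-Mc*, a mating-type gene of M cells, 46.9-fold lower in *set3Δ*. With LatA, *mat3-Mc* was 92.4-fold lower (log2 fold change -6.53, standard error 0.07, adjusted p = 1.44e-07 from limma), and *mug27* (log2 fold change -0.71, standard error 0.14, adjusted p = 0.0232) and *num1* (-0.66, standard error 0.16, adjusted p = 0.0391) were also lower in *set3Δ* (1 of these 3 when adjusted over the list alone). Most genes of the list had a small positive difference: 223 with DMSO (median log2 difference 0.06) and 228 with LatA (median 0.07). In limma's camera test against all other probe sets, the list was higher in *set3Δ* with DMSO (adjusted p = 0.00206, and adjusted p = 0.584 with an estimated correlation) and with LatA (adjusted p = 0.0247, 0.202 without *set3Δ* LatA replicate 3, and adjusted p = 0.703 with an estimated correlation). The *mat3-Mc* probe set can match several genes, and its call with DMSO was lost without wild-type DMSO replicate 2. With LatA, the count of 3 fell to 1 without wild-type LatA replicate 2 or *set3Δ* LatA replicate 2, and rose to 9 without *set3Δ* LatA replicate 3.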

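The genes of the ring itself differed little between the strains. None of 19 genes of actin and the actomyosin ring, of 14 genes of the septation initiation network and its regulators, and of 9 septum and cell wall synthases was differentially expressed between *set3Δ* and wild type, with DMSO or with LatA, in limma (0 when adjusted over each list alone; 5, 2 and 4 at an unadjusted p below 0.05 with DMSO and 6, 4 and 3 with LatA). With LatA, the log2 difference was 0.15 for *myo2* (standard error 0.06), 0.0025 for the F-BAR protein gene *cdc15* (standard error 0.13) and 0.03 for the formin gene *cdc12* (standard error 0.06). The regulators of the cytokinesis monitoring system also lay near 0: *clp1* at 0.22 (standard error 0.13), *lsk1* at 0.11 (standard error 0.06) and *rad24* at 0.0087 (standard error 0.04). The largest difference among the actin and ring genes with LatA was that of the formin gene *for3*, at 0.41 (standard error 0.09, adjusted p = 0.0266 from limma), a fold change of 1.33. With DMSO, all 19 actin and ring genes had a positive difference, up to 0.51 for *myp2* (adjusted p = 0.368 from limma), and as a list they were higher in *set3Δ* in limma's camera test (adjusted p = 0.000116, and adjusted p = 0.571 with an estimated correlation). The septum and cell wall synthases, with 8 of 9 positive, were higher in the same test (adjusted p = 0.00559, and adjusted p = 0.571 with an estimated correlation).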

**Figure 7:**
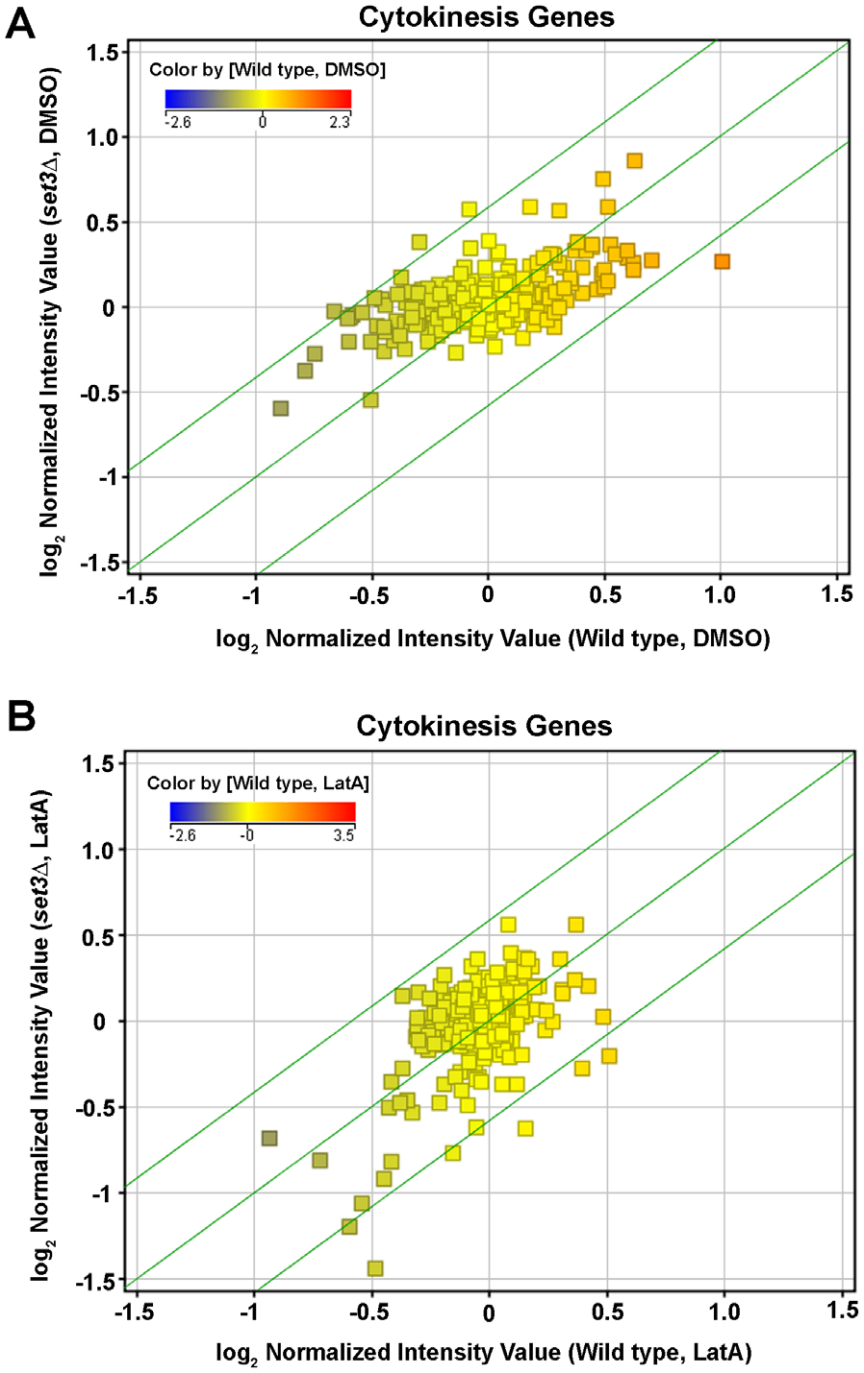
The expression levels of cytokinesis related genes are not differentially regulated. (**A**) Cells of the indicated genotypes were grown to mid-log phase at 30°C in YES, and then treated with DMSO (**A**) or 0.5 µM LatA (**B**) for 3 hours. Total RNA was extracted and used in expression profiling using Affymetrix Yeast 2.0. Genechips. Graphs shows scatter plot analysis comparing the expression of cytokinesis related genes in wild-type and *set3Δ* strains. Green lines represent the threshold for a 1.5 fold change in transcript levels. The color of the squares indicates the level of expression of that gene in DMSO (**A**) or LatA (**B**) treated wild-type cells.

Since genes with roles in cytokinesis were not affected, we next examined the global data set to determine the genes that were differentially regulated by genotype. First, the expression profiles of *set3Δ* and wild-type strains were compared upon DMSO treatment. Surprisingly, only three genes were identified as being differentially regulated (p-value<0.05; fold change >1.5) (Figure 8A). 

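With DMSO, 6 probe sets were differentially expressed between *set3Δ* and wild type, and all were lower in *set3Δ*. The *set3* transcript was 20.1-fold lower (log2 difference -4.33, standard error 0.14, adjusted p = 0.000496 from limma). The mating-type gene *mat3-Mc* (log2 difference -5.55, standard error 0.32) and *mfm2*, which encodes a precursor of the pheromone M-factor (-4.62, standard error 0.21), are expressed in M cells, the mating type h−. SPAC186.05c, also named *gdt1*, was 11.6-fold lower (log2 difference -3.53, standard error 0.13), and SPBC23G7.10c was 4.73-fold lower (-2.24, standard error 0.15). The difference was smallest for *urm1*, which encodes a ubiquitin-related modifier (-0.59, standard error 0.06, adjusted p = 0.0462 from limma). In each of these 6 genes the difference exceeds the spread between the 3 arrays of a group. The count was 3 without wild-type DMSO replicate 2 and 3 with each gene's own variance, and it was 93 when all 12 arrays shared one estimate of the spread.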

As expected, this list included *set3* itself, as well as *mfm2*, and the uncharacterized ORF, SPAC186.05c. Thus, under normal growth conditions – where the *set3Δ* mutant shows no obvious phenotype – gene expression patterns were not altered to a great extent.

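With DMSO most CESR genes lay to one side between the strains, but no CESR-UP gene passed as higher in limma (1 when adjusted over the list alone; 30 in either direction at an unadjusted p below 0.05). Of 136 CESR-UP genes 123 lay higher in *set3Δ* (median log2 difference 0.45), and of 104 CESR-DN genes 96 lay lower (median -0.32). Among the CESR-UP genes, *ddr48* had a log2 difference of 2.65 (standard error 1.17, adjusted p = 0.235 from limma), *lsd90* of 2.17 (standard error 0.89, adjusted p = 0.22) and SPAC4H3.08 of 2.06 (standard error 0.44, adjusted p = 0.142). Differentially expressed members were SPBC23G7.10c and *mfm2*, 2 of 240 (4 when adjusted over the list alone). In limma's fry test, which takes each list by itself, neither list passed (adjusted p = 0.37 for CESR-UP and 0.153 for CESR-DN). In limma's camera test the CESR-UP genes were higher in *set3Δ* (adjusted p = 8.19e-12) and the CESR-DN genes lower (adjusted p = 1.22e-09); with an estimated correlation the adjusted p was 0.571 for each list. Genes of the Sty1p MAP kinase pathway had the same direction, 10 of 11 positive (adjusted p = 0.000467, and adjusted p = 0.571 with an estimated correlation), with *rds1* at a log2 difference of 1.35 (standard error 0.16, adjusted p = 0.0874 from limma). Over all probe sets, the median absolute log2 difference was 0.14, and 1111 probe sets had an unadjusted p below 0.05. The *set3Δ* arrays with DMSO were not alike: the mean of the CESR-UP genes minus the mean of the CESR-DN genes was 0.01 in replicate 1 and -0.04 in replicate 3, but -1.06 in replicate 2, within the range of -1.52 to -0.74 of the wild-type arrays with DMSO.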

**Figure 8:**
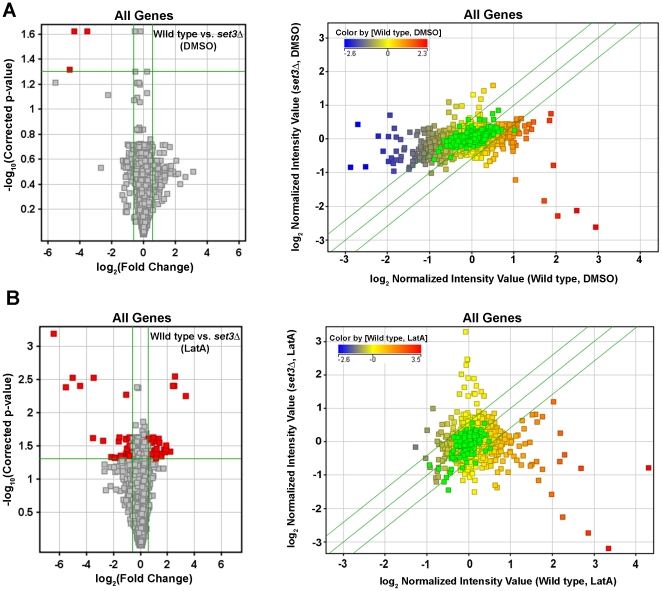
Identification of *S. pombe* genes differentially expressed with respect to genotype. Volcano plot (left panels) and scatter plot (right panels) analysis of the expression of all *S. pombe* genes in DMSO (**A**) or LatA (**B**) treated cells of the indicated genotype. Horizontal green lines in volcano plots represent a p-value of 0.05. Vertical green lines in volcano plots represent threshold for a 1.5 fold change in expression. Red squares in volcano plots indicate differentially expressed genes. Diagonal green lines in scatter plots represent the threshold for a 1.5 fold change in expression. The color of the squares in scatter plots indicates the level of expression of that gene in DMSO (**A**) or LatA (**B**) treated wild-type cells.

We next examined the difference in expression profiles in wild-type and *set3Δ* strains treated with LatA. Under these conditions 73 genes were identified as being differentially regulated (p-value<0.05; fold change >1.5) (Figure 8B). 

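With LatA, 154 probe sets were differentially expressed between *set3Δ* and wild type, 49 higher and 105 lower in *set3Δ*. The largest increases were those of SPAC4H3.08 (10.4-fold, log2 difference 3.38, standard error 0.11, adjusted p = 1.52e-05 from limma), *ssd2* (2.53, standard error 0.07), SPBC24C6.09c (2.50, standard error 0.06) and SPACUNK4.17 (2.37, standard error 0.07). The stress gene *ddr48*, the alcohol dehydrogenase gene *adh8* and *rds1* were higher as well, with log2 differences of 2.20, 1.78 and 1.86, and so was *pyp1*, which encodes a phosphatase that inactivates the Sty1p MAP kinase (0.62, standard error 0.05). Besides *set3* (-4.49, standard error 0.13), the largest decreases were those of the M-cell genes *mat3-Mc* and *mfm2* (-5.58, standard error 0.14), of SPAC750.01 (-5.07, standard error 0.10) and of SPAC186.05c or *gdt1* (-3.55, standard error 0.19). Of 10 probe sets of M-cell mating genes 4 were lower (4 when adjusted over the list alone), including the P-factor receptor gene *mam2* (-1.16) and the M-factor transporter gene *mam1* (-0.76), and none of the 4 P-cell genes measured passed in limma (0 when adjusted over the list alone, 0 at an unadjusted p below 0.05), with a median difference of 0.04; Table S1 lists a matching wild type and the *set3Δ* strain with opposite mating types. The hexose transporter genes *ght5* (-1.04, standard error 0.10) and *ght3* (-0.74, standard error 0.18) were lower in *set3Δ*, and *mei2*, an RNA-binding regulator of meiosis, was lower by 3.09-fold. Of the 74 probe sets in the study's own list for this comparison, chosen on these samples, all 74 passed here, with 80 others. The count was 94 without wild-type LatA replicate 2, 93 without *set3Δ* LatA replicate 2 and 74 with each gene's own variance.

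**Figure D1:**
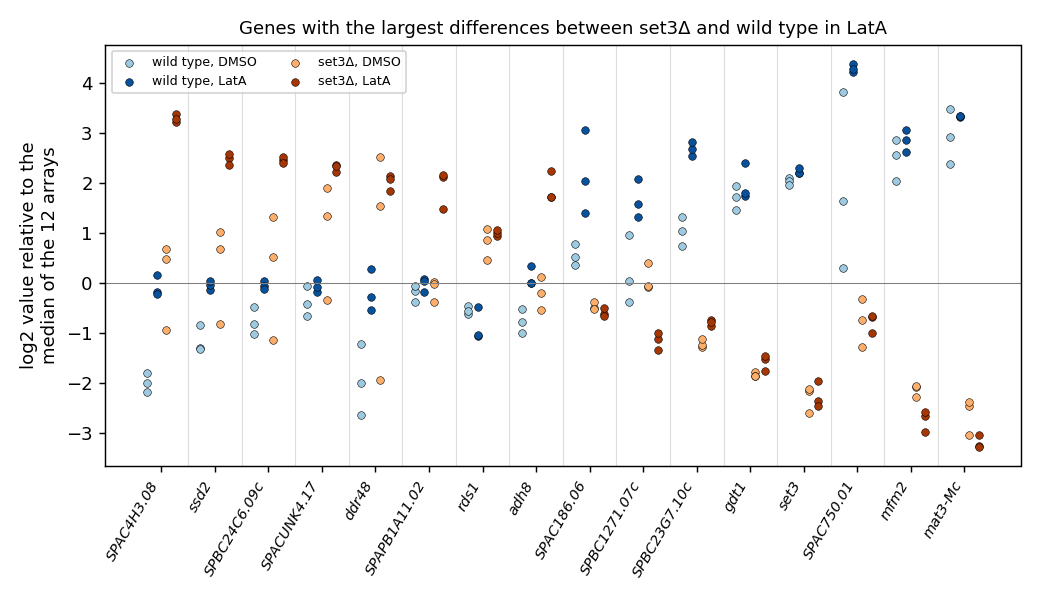
Values of the 8 named genes with the largest increase and the 8 with the largest decrease in *set3Δ* with LatA, as log2 relative to the median of the 12 arrays; each point is 1 array, coloured by strain and treatment. The genes were chosen among those without overlap between the strains with LatA; SPAC750.01 and *ddr48* spread widely between arrays with DMSO.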

To determine if any of these genes shared any common functions, GO annotations were inspected. The gene ontology (GO) project is a bioinformatics initiative aimed at characterizing the attributes of genes and gene products across databases. This initiative describes all gene products with respect to their biological functions, molecular functions, and their cellular component (www.geneontology.org/). Interestingly, of the 73 differentially regulated genes, 40% (29 out of 73) were annotated by GO as having a role in the cellular response to stress (see File S1 for a complete list).

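Of the 154 probe sets that differed by genotype with LatA, 45 (29.2%) were in the list of cellular response to stress, against 17.6 expected from its 559 members among all probe sets (odds ratio 3.38, 95% confidence interval 2.31 to 4.89, Fisher's exact test, two-sided, p = 9.26e-10). The stress genes were found mainly among the transcripts that were higher in *set3Δ*: 29 of 49 (59.2%, odds ratio 11.8, p = 8.08e-16 in the same exact test). Of the transcripts that were lower, 16 of 105 (15.2%) were stress genes (odds ratio 1.40, p = 0.215 in the same exact test). The exact test takes genes as independent, but 22 of the 49 higher transcripts are CESR genes, which changed together, so its p-values may be too small. In limma's camera test the whole stress list was higher in *set3Δ* with LatA (adjusted p = 0.0381, and adjusted p = 0.703 with an estimated correlation). It passed camera under 6 of 11 other alternatives. Higher in *set3Δ* were the Hsp70 gene *ssa1* (log2 difference 0.91, standard error 0.18), *lsd90* (1.75, standard error 0.17) and *gut2*, a mitochondrial glycerol-3-phosphate dehydrogenase (1.15, standard error 0.11, adjusted p = 0.00352 from limma). Lower were SPBC23G7.10c (-3.48, standard error 0.08), SPBC1271.07c (-2.82, standard error 0.19) and SPBC1271.08c (-2.68, standard error 0.44). Adjusted over the list alone, 46 of the 559 stress genes passed; without *set3Δ* LatA replicate 2, 29 did. The study's own list of 74 probe sets, chosen on these samples, held 27 (36.5%).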

To further explore the role of Set3p in affecting stress response genes, we analyzed the expression of the CESR genes in LatA or DMSO treated wild-type cells. 

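Most CESR genes of wild-type cells changed with LatA. In limma, 79 CESR-UP genes were higher and 2 lower (86 of 136 when adjusted over the list alone), and 69 of 104 CESR-DN genes were lower and none higher (69 when adjusted over the list alone), together 150 of 240 or 62.5% (155 when adjusted over each list alone). Among the stress-induced genes that rose were SPAC4H3.03c (log2 fold change 2.10, standard error 0.22, adjusted p = 0.0048 from limma), *lsd90* (1.73, standard error 0.31) and *ddr48* (1.76, standard error 0.38). SPAC4H3.08 rose 3.75-fold (log2 fold change 1.91, standard error 0.14, adjusted p = 0.00332 from limma). Over the whole lists, the log2 fold changes ran from -0.82 to 2.95 for CESR-UP and from -2.08 to 0.36 for CESR-DN. In limma's camera test the CESR-UP list rose (adjusted p = 6.44e-20) and the CESR-DN list fell (adjusted p = 1.37e-16) relative to all other probe sets. With an estimated correlation the adjusted p was 0.71 for each. In limma's fry test both lists passed, in the same directions (adjusted p = 0.027 for CESR-UP and 0.0104 for CESR-DN).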

As expected 144 out of 240 genes (∼60%) were differentially expressed upon LatA treatment (Figure 9A). However, when the expression of CESR genes in LatA treated *set3Δ* cells was examined, only 1 out of 240 (<1%) were differentially regulated (Figure 9B). 

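In *set3Δ* cells, 220 of 240 CESR genes had the same sign of change with LatA as in wild type. Again 122 of 136 CESR-UP genes had a positive log2 fold change (median 0.47) and 96 of 104 CESR-DN genes a negative one (median -0.33). In limma's fry test neither list passed in *set3Δ* (adjusted p = 0.146 for CESR-UP and 0.115 for CESR-DN). In limma, 21 CESR-UP genes were higher and 10 CESR-DN genes lower with LatA, 31 of 240 or 12.9% (26 and 16 when adjusted over each list alone, 42 over both together). SPAC4H3.08 rose 9.34-fold (log2 fold change 3.22, standard error 0.42, adjusted p = 0.0199 from limma), followed among the genes that passed by SPAC513.02 (2.28, standard error 0.42) and *ssd2* (2.19, standard error 0.47). The largest decreases that passed were those of *mei2* (-1.77, standard error 0.25) and of *agn1*, a glucanase gene of cell separation (-1.20, standard error 0.22). Of the 150 CESR genes differentially expressed in wild type, 147 had the same sign in *set3Δ*, 62 exceeded 1.5-fold there and 25 were differentially expressed there, against 19.4 expected from independent lists. Across the 240 genes, which are not independent replicates, the responses of the strains correlated (Pearson's r = 0.802, Spearman's rho = 0.88), with a slope of 0.579 for *set3Δ* on wild type (0.378 without *set3Δ* DMSO replicate 2 and 0.689 without *set3Δ* DMSO replicate 3). The opposite directions of the 2 lists raise this r. Within CESR-UP, r was 0.607 (slope 0.535) and within CESR-DN 0.482 (slope 0.374), against 0.663 over all probe sets. None of the 240 genes passed the limma test of the difference between the responses (76 at an unadjusted p below 0.05, 1 when adjusted over the list alone). Of these 76, 55 were among the 104 CESR-DN genes and 21 among the 136 CESR-UP genes. Over all probe sets, 986 had such a p, a smaller share than in CESR-DN and a larger one than in CESR-UP. The difference lay within 1.5-fold for 83 CESR-DN and 99 CESR-UP genes, which could therefore not be called. Without the fold limit none of the 240 passed either. The absence of calls does not show that the responses are equal. The count of 31 was 3 without *set3Δ* DMSO replicate 1, 0 without LatA replicate 1, 0 without LatA replicate 2 and 12 without LatA replicate 3 of *set3Δ*. It was 48 in a fit over all 12 arrays and 1 with each gene's own variance.

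**Figure D2:**
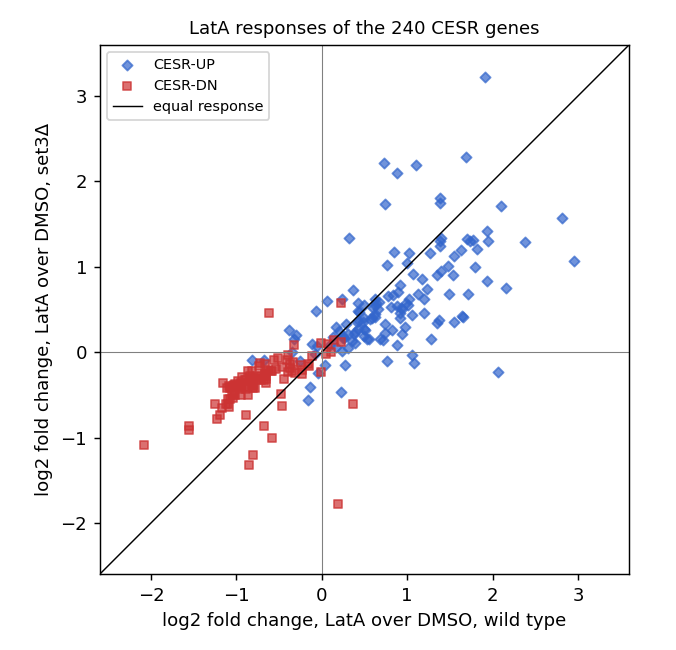
Log2 fold change (LatA over DMSO) of each of the 240 CESR genes in wild type (horizontal axis) and *set3Δ* (vertical axis), with CESR-UP genes as blue diamonds, CESR-DN genes as red squares and a line of equal response. The genes share their direction in 220 of 240 cases, and most lie nearer to 0 in *set3Δ* than in wild type.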

Next, we expanded the analysis to include any gene annotated by GO as having a cellular response to stress. In this sub-set, 113 out of 561 genes (∼20%) were differentially regulated upon LatA treatment in wild-type cells, while only 7 out of 561 genes (∼1%) were differentially regulated in *set3Δ* backgrounds (Figure 10A).

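Of 559 genes of the cellular response to stress, 147 were higher and 10 lower with LatA in wild-type cells (163 in all when adjusted over the list alone), and 42 were higher and 9 lower in *set3Δ* cells (63 in all when adjusted over the list alone). The median log2 fold change over the list was 0.23 in wild type and 0.15 in *set3Δ*. Of genes outside the CESR lists, *urh1*, which encodes a uridine ribohydrolase, had the largest increase in wild type (log2 fold change 2.95, standard error 0.33, adjusted p = 0.00481 from limma). In *set3Δ* the largest were those of SPCC1739.08c (1.49, standard error 0.30, adjusted p = 0.0375 from limma) and *egt1*, a gene of ergothioneine synthesis (1.45, standard error 0.13, adjusted p = 0.0178). Of the 157 stress genes differentially expressed in wild type, 147 had the same sign in *set3Δ*, 82 exceeded 1.5-fold there and 37 were differentially expressed there (14.3 expected from independent lists). None of the 559 genes passed the limma test of the difference between the responses (80 at an unadjusted p below 0.05, 2 when adjusted over the list alone). SPBC23G7.10c (difference -1.23, standard error 0.18, adjusted p = 0.0523 from limma) and SPBC1271.07c (-2.69, standard error 0.44, adjusted p = 0.0563) came nearest. Without *set3Δ* DMSO replicate 1 the *set3Δ* count was 5, without LatA replicate 1 or LatA replicate 2 it was 0, without LatA replicate 3 it was 24, and with each gene's own variance it was 2.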

**Figure 9:**
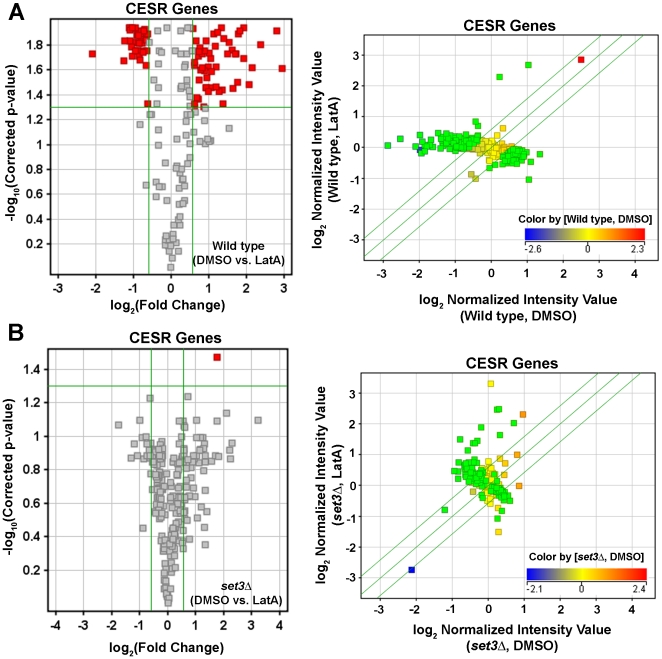
*set3Δ* mutants are impaired in their ability to modulate the expression of CESR genes in response to LatA treatment. Volcano plot (left panels) and scatter plot (right panels) analysis of the expression of CESR genes in wild-type (**A**) or *set3Δ* (**B**) strains in response to LatA treatment. Horizontal green lines in volcano plots represent a p-value of 0.05. Vertical green lines in volcano plots represent threshold for a 1.5 fold change in expression. Red squares in volcano plots indicate differentially expressed genes. Diagonal green lines in scatter plots represent the threshold for a 1.5 fold change in expression. The color of the squares in scatter plots indicates the level of expression of that gene in DMSO treated wild-type (**A**) or *set3Δ* (**B**) cells. Genes differentially expressed upon LatA treatment in wild-type cells are shown as green squares in scatter plots.

**Figure 10:**
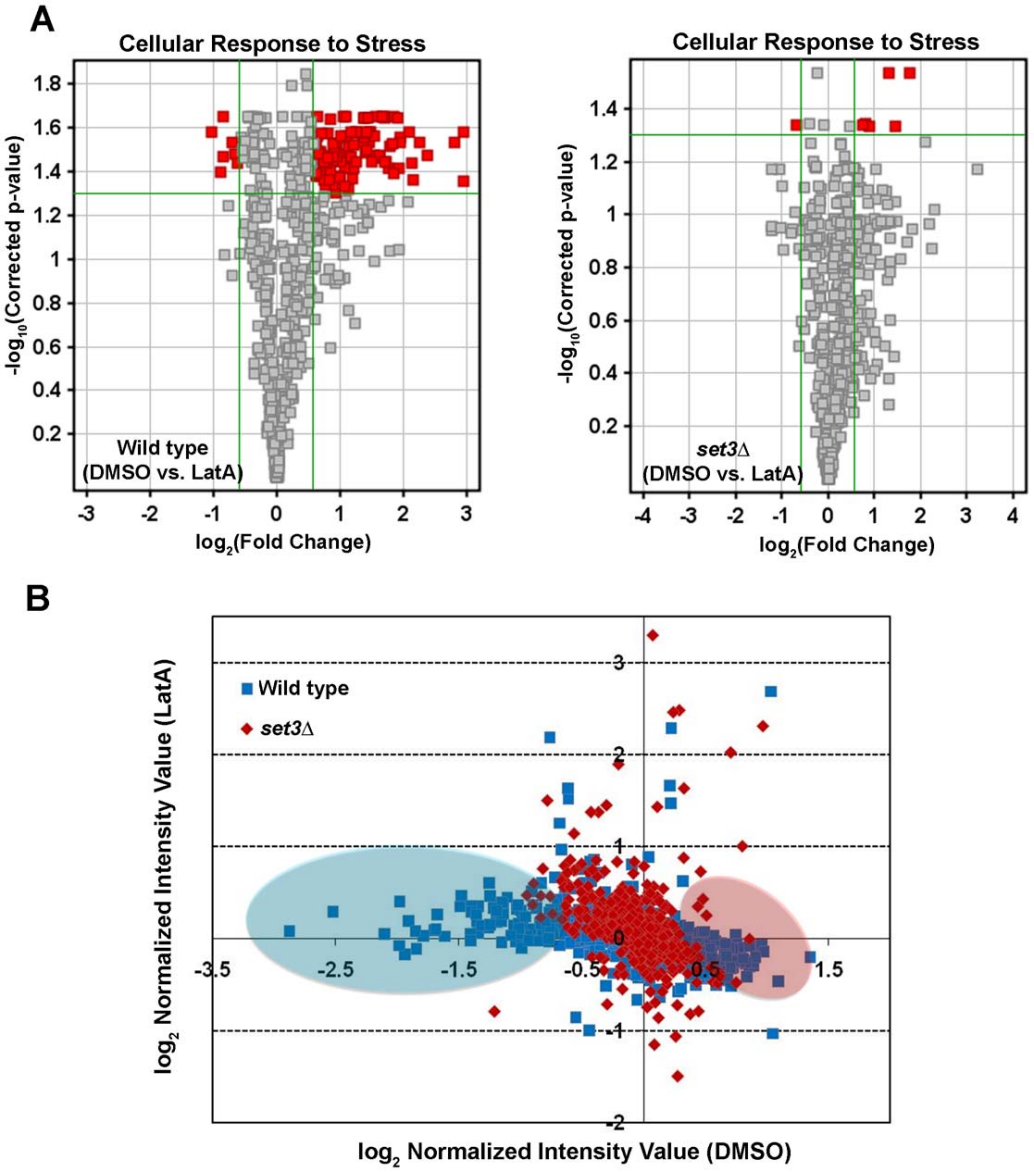
*set3Δ* mutants are impaired in their ability mount a proper transcriptional response to LatA treatment. (**A**) Volcano plot analysis of the expression of genes annotated by GO as having a cellular response to stress. The response of wild-type cells (left panel) and *set3Δ* mutants (right panel) treated with LatA are shown. Horizontal green lines represent a p-value of 0.05. Vertical green lines represent the threshold for a 1.5 fold change in expression. Red squares indicate differentially expressed genes. (**B**) Scatter plot analysis comparing the expression of stress response genes (both CESR genes and genes annotated by GO as having a cellular response to stress) in response to LatA treatment. Blue squares indicates data points for wild type cells. Red diamonds indicate data points for *set3Δ* mutants. Genes up-regulated in response to LatA in wild-type cells are highlighted with a blue oval. Genes down-regulated in response to LatA in wild-type cells are highlighted with a pink oval.

Lastly, we performed scatter plot analysis on a combined set of genes that included both the CESR and genes annotated by GO as having a cellular response to stress. Interestingly, scatter plot analysis of the stress genes in *set3Δ* mutants revealed that the distribution of data points was closely clustered around median levels (Figure 10B). In wild-type, on the other hand, a similar analysis of the distribution revealed the existence of genes that were either up- (Figure 10B, blue oval) or down-regulated (Figure 10B, pink oval) in response to LatA. 

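The combined set of CESR and stress genes held 668 genes. Their group means, relative to the median of the 12 arrays, spread most in wild-type cells with DMSO (SD 0.556 across genes) and less in wild type with LatA (0.325), *set3Δ* with DMSO (0.265) and *set3Δ* with LatA (0.394). In wild type with DMSO, 134 genes lay more than 0.5 below their median and 64 more than 0.5 above it. With LatA these numbers were 12 and 28 in wild type and 15 and 51 in *set3Δ*, and with DMSO in *set3Δ* they were 36 and 10. Single arrays varied within groups: the SD across genes was 0.397, 0.631 and 0.713 in the wild-type arrays with DMSO and 0.321, 0.507 and 0.232 in the *set3Δ* arrays with DMSO. Because the values are centred on the 12 arrays, a group near 0 is one near the middle of these arrays. As responses to LatA, the log2 fold changes of the 668 genes had an SD of 0.713 in wild type and 0.513 in *set3Δ*, and 229 genes were differentially expressed in wild type against 62 in *set3Δ*. In 553 genes (82.8%) the sign was the same in both strains.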

Taken together these data indicate that *set3Δ* cells are severely impaired in their ability to mount a proper transcriptional response to LatA treatment.

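The CESR genes were summarised in each array as the mean of the CESR-UP genes minus the mean of the CESR-DN genes. This CESR score rose with LatA from -1.21 ± 0.41 (SD, n = 3 arrays) to 0.32 ± 0.12 (SD, n = 3) in wild type, and from -0.36 ± 0.60 (SD, n = 3) to 0.59 ± 0.12 (SD, n = 3) in *set3Δ*. With LatA, each *set3Δ* array (0.45, 0.61 and 0.70) lay above each wild-type array (0.24, 0.26 and 0.45), but this rests on *mfm2*, an M-cell gene among the CESR-DN genes: without it, an alternative chosen after seeing the data, *set3Δ* LatA replicate 3 (0.4312) lay below wild-type LatA replicate 3 (0.4796), and the permutation p was 0.2. With DMSO, *set3Δ* had a mean score 0.84 above wild type, but the arrays of the strains overlapped. The rise was 1.52 in wild type and 0.95 in *set3Δ* (0.6051 without *set3Δ* DMSO replicate 2), a difference of -0.57 (-0.9194 without the same array and -0.3836 without *set3Δ* DMSO replicate 1). Exact two-sided permutation tests gave p = 0.1 for the rise in wild type, 0.1 for the rise in *set3Δ*, 0.2 for the strains with DMSO and 0.1 for the strains with LatA; 0.1 is the smallest p that 3 arrays against 3 allow. Exchanging the strain labels within each treatment (400 exchanges, smallest possible p 0.005) gave p = 0.325 for the difference between the rises (adjusted p 0.325 over these 5 permutation tests, and 0.167 to 0.25 for the others). These exchanges assume that the strains differ in neither treatment. The mean score of *set3Δ* was higher both with DMSO (by 0.84) and with LatA (by 0.27), which widens the exchanged differences. That p therefore cannot decide whether the rises differ. Over all probe sets, 708 were differentially expressed with LatA in wild type and 176 in *set3Δ*, where the count was 18 without DMSO replicate 1, 0 without LatA replicate 1, 0 without LatA replicate 2, 107 without LatA replicate 3 and 5 with each gene's own variance. The difference between the responses passed the limma test for 3 probe sets (986 at an unadjusted p below 0.05): SPAPB1A11.02 (1.87, standard error 0.25, adjusted p = 0.0389), SPAC922.03 (-1.15, standard error 0.15, adjusted p = 0.0308) and an unnamed probe set (-1.87, standard error 0.22). This count was 260 without wild-type DMSO replicate 1, 25 without *set3Δ* LatA replicate 3, 5 without wild-type DMSO replicate 3 and 0 or 1 without any other array; it was 324 with array weights and 0 with each gene's own variance. From the smaller number of CESR and stress genes that changed in *set3Δ* and from their clustering around median levels (Figures 9 and 10), the paper concludes that *set3Δ* cells are impaired in mounting a transcriptional response to LatA.

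**Figure D3:**
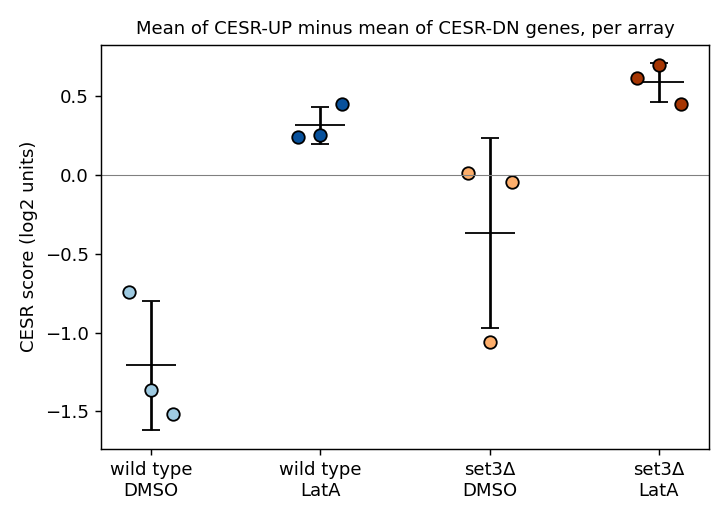
CESR score (log2 units) of each array, grouped by strain and treatment; points are arrays, horizontal lines group means and bars 1 SD to each side. With LatA all arrays lie between 0.24 and 0.70, while with DMSO the wild-type arrays lie between -1.52 and -0.74 and the *set3Δ* arrays between -1.06 and 0.01.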

## Discussion

*Schizosaccharomyces pombe* has proven to be an excellent model for understanding the regulatory modules that ensure the faithful and reliable execution of cytokinesis [1], [2], [3], [4], [6], [7], [8], [9], [10], [12], [13], [22]. In this report we further expand our knowledge in this area by identifying three components of a histone de-acetylase complex (Hif2p, Set3p, and Snt1p) whose function is required to ensure the successful completion of cytokinesis upon perturbation of the cell division machinery (Figures 1 and 2). Moreover, through the creation of *set3Δ lsk1Δ* and *set3Δ clp1Δ* double mutants, we demonstrate that the complex functions through a novel branch of control, independently of both Lsk1p and Clp1p (Figure 3). This is consistent with genetic data indicating that, unlike the *lsk1* gene deletion [13], *set3Δ* mutations are incapable of suppressing the lethal cytokinesis phenotype associated with SIN hyperactivation (data not shown). Lastly, through phenotypic analysis, co-immunoprecipitation data, and the analysis of intracellular localization, we provide support for a model in which Hif2p, Set3p, and Snt1p act together in a physical complex (Figures 2 and 4).

The importance of understanding the pathways required for the dependable execution of cytokinesis in eukaryotes was first articulated by Theodor Boveri almost 100 years ago [26]. In his classic work “*Concerning the origin of malignant tumours*” (1914) Boveri hypothesized that tetraploid intermediates – derived from either cytokinetic failure or cell fusion – might undergo chaotic multipolar mitoses leading to numerical and/or structural chromosomal defects. Recent experimental evidence provides strong support for Boveri's assertions. First, tetraploid mouse mammary epithelial cells generated by the inhibition of cytokinesis display increased rates of aneuploidy and (when transplanted into nude mice) give rise to malignant tumours at greater rates than controls [27]. Second, tetraploidy often precedes gross aneuploidy and is an early event in carcinogenesis [28], [29]. Third, aneuploidy (generated by loss of the kinesin, Kif4) promotes tumorigenesis in vivo [30]. Lastly, several tumor suppressors (BRCA2, LATS) are required for the completion of cytokinesis [31], [32]. Taken together these results suggest that mechanisms promoting the dependable execution of cytokinesis are important in maintaining genomic integrity and in preventing carcinogenesis [33], [34], [35]. Thus, in the broadest sense, an understanding of these pathways may provide a better understanding of one “route” by which eukaryotic cells become tumorigenic in multicellular organisms.

Given the importance of cytokinesis in maintaining genomic integrity it is particularly intriguing to note that orthologues of Hif2p, Set3p, and Snt1p exist in humans (*TBL1X*, *MLL5*, and *NCOR2*, respectively). Furthermore – as might be expected based on the selection criteria used in the genetic screen – MLL5, NCOR2, and TBL1X have themselves been shown to play a role in cytokinesis in human cells. In their study, Kittler et al. (2007) conducted a genome-wide RNAi screen aimed at identifying genes with roles in cell division in cultured HeLa cells. They discovered that the knockdown of *MLL5*, *TBL1X*, or *NCOR2* resulted in defects in furrow ingression, cytokinesis failure, and finally the generation of tetraploid intermediates with twice the normal number of centrosomes.

While highly speculative it is of interest to note that *MLL5* is found in a region of chromosome seven that is frequently deleted in myeloid malignancies, and furthermore that decreased *MLL5* expression levels correlate with unfavourable outcomes in patients with acute myeloid leukemia [36], [37]. Moreover, the down-regulation of the *NCOR2* gene can induce transformation in certain immortalized cell lines [38]. While a direct role in tumour progression via cytokinesis failure has not been shown, it is interesting to speculate as to whether *MLL5*, *NCOR2*, or *TBL1X* might indeed encode tumour suppressors, and if so, whether the loss of these genes, and any ensuing cytokinesis defects could be relevant to carcinogenesis. Regardless, the isolation of known human regulators of cytokinesis in this screen further supports the utility of using *S. pombe* as a model for the study of eukaryotic genetic regulatory networks.

A second observation of particular significance is the discovery that the levels of Set3p, Hif2p, and Snt1p increase 2–3 fold when wild-type cells are grown in the presence of low doses of LatA (Figure 5). Thus, in addition to the observed LatA hypersensitivity exhibited by the gene deletion mutants, these data provide further independent support that activity of the complex is required to respond properly to the presence of LatA in the growth medium. Up-regulation probably occurs at the post-transcriptional level since microarray data did not show strong induction of these genes in wild-type cells treated with LatA (File S1).

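The transcripts of the complex stayed within a fold change of 1.15 between LatA and DMSO in wild-type cells. The log2 fold change was 0.20 for *set3* (standard error 0.06, adjusted p = 0.047 from limma, which was 0.0288 without wild-type DMSO replicate 1 and from 0.0782 to 0.128 without any other wild-type array), 0.09 for *snt1* (standard error 0.09, adjusted p = 0.446; from 0.0116 without wild-type DMSO replicate 3 to 0.1545 without DMSO replicate 1) and -0.01 for *hif2* (standard error 0.06, adjusted p = 0.928). The transcript of the deacetylase *hos2* had a log2 fold change of -0.09 (standard error 0.05, adjusted p = 0.207 from limma). None of these 4 genes was differentially expressed in limma (0 when adjusted over the list alone, 1 at an unadjusted p below 0.05). The value for *hif2* changed sign between alternatives and lay between -0.04 and 0.03 when single arrays were left out (0.0265 without wild-type DMSO replicate 1, 0.0161 without LatA replicate 2 and 0.0050 without LatA replicate 3). In *set3Δ* cells, *snt1* had a log2 fold change of 0.19 (standard error 0.06, adjusted p = 0.0847 from limma) and *hif2* of 0.04 (standard error 0.06).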

While the above data identifies the Set3p complex as being required for the proper response to LatA induced stress, it says little with respect to the mechanism of action. Since histone de-acetylase complexes have well defined roles in transcriptional regulation, we considered the possibility that the observed cytokinesis phenotypes were the result of defects in the transcription of genes involved in cytokinesis and/or the cytoskeleton (Figure 7). Importantly, while expression profiling clearly showed that this was not the case, a careful examination of the microarray data did reveal several interesting findings.

First, wild-type cells respond to LatA with a general cell stress response (Figures 6, 8,9,10). This was evident by the strong induction/repression of the fission yeast CESR genes. 

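The genes that changed in wild-type cells with LatA were also counted by function, in lists that share members with the CESR and stress lists. Of 12 genes of oxidative stress defence 4 rose (4 when adjusted over the list alone), the glutathione S-transferase genes *gst2* (log2 fold change 1.84, standard error 0.17, adjusted p = 0.00471 from limma) and *gst3* (2.29-fold), the catalase gene *ctt1* (standard error 0.13, adjusted p = 0.00486) and the sulfiredoxin gene *srx1* (0.72, standard error 0.18). As a list they rose in limma's camera test (adjusted p = 0.0196, and adjusted p = 0.71 with an estimated correlation). Of 11 genes of the Sty1p MAP kinase pathway 1 changed (1 when adjusted over the list alone), the transcription factor gene *pcr1* (0.74, standard error 0.13), and of 10 heat-shock genes 1 did (2 when adjusted over the list alone), the disaggregase gene *hsp104* (0.82, standard error 0.27, adjusted p = 0.0496 from limma). Of 6 genes of trehalose and glycerol metabolism the trehalase gene *ntp1* rose (0.99, standard error 0.24; 1 when adjusted over the list alone), and of 9 genes of hexose transport and gluconeogenesis *fbp1*, which encodes fructose-1,6-bisphosphatase, rose (1.44, standard error 0.36; 1 when adjusted over the list alone). Of 7 genes of ribosome biogenesis, a list not tested in camera, 4 fell (4 when adjusted over the list alone). The list of ribosomal proteins was drawn up by a rule and not gene by gene, so it can hold related genes. Of its 136 probe sets 120 had a negative log2 fold change. In the list 2 were differentially expressed (2 when adjusted over the list alone), *rlp24* at -1.09 and *rpl1603* at -0.70. The list fell in camera (adjusted p = 0.0137, 0.0855 with arrays centred on their median, and adjusted p = 0.856 with an estimated correlation). Over all probe sets, 352 were higher and 356 lower.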

The CESR genes are predicted to modulate cellular metabolic pathways and to limit growth related processes [25]. It is hypothesized that activation of the CESR may promote survival against potentially lethal doses of a given stress and in doing so provide a means for the cell to adapt to its new environment [25], [39]. In stark contrast to wild-type cells, the *set3Δ* mutant exhibited a significantly reduced capacity to modulate the expression of stress response genes upon LatA treatment (Figures 8,9,10). Thus, cytokinetic failure in *set3Δ* mutants may be a manifestation of the mutant cells inability to properly adapt to the presence of LatA leading to direct and/or indirect effects on the function of the cytokinetic machinery. It is also of interest to note that, in addition to LatA, *set3Δ* strains show sensitivity to the calcineurin inhibitor, FK506 [40]. 

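The stress genes named for wild type had the following responses in *set3Δ*. The glutathione S-transferase gene *gst2* rose with LatA (log2 fold change 1.27, standard error 0.28, adjusted p = 0.0417 from limma), while *ctt1* had a log2 fold change of 0.62 (standard error 0.28, adjusted p = 0.167) and *gst3* of 0.46 (standard error 0.21, adjusted p = 0.161). The response of *set3Δ* minus that of wild type was -0.57 for *gst2* (standard error 0.35, adjusted p = 0.366 from limma over 12 arrays), -0.40 for *ctt1* (standard error 0.34, adjusted p = 0.518) and -0.73 for *gst3* (standard error 0.37, adjusted p = 0.293). As lists in limma's camera test, the CESR-UP genes had a smaller rise in *set3Δ* (median difference -0.20, adjusted p = 0.000222, and adjusted p = 0.824 with an estimated correlation) and the CESR-DN genes a smaller fall (median difference 0.43, adjusted p = 2.6e-10, and adjusted p = 0.824 with an estimated correlation). The list of cellular response to stress had a median difference of -0.06 (adjusted p = 0.00846, and adjusted p = 0.824 with an estimated correlation), and without *set3Δ* DMSO replicate 1 its adjusted p was 0.141. In limma's fry test the difference between the responses passed for neither CESR list (adjusted p = 0.813 for CESR-UP and 0.248 for CESR-DN). With LatA, the CESR-UP genes lay higher in *set3Δ* than in wild type in 102 of 136 cases (median log2 difference 0.19), and so did the CESR-DN genes in 73 of 104 cases (median 0.10). For these differences with LatA, fry gave adjusted p = 0.023 for CESR-UP and 0.361 for CESR-DN.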

Intriguingly, calcineurin mutants in *S. pombe* have been shown to affect cytokinesis, cell polarity, and spindle pole body positioning [41].

A role in the stress response, may be an evolutionarily conserved feature since the Set3p complex in budding yeast is required to respond to secretory stress [42]. Furthermore, the budding yeast class I histone deacetylase Rpd3p, and its associated Rpd3-L complex, is required for activation and repression of environmental stress response genes [43]. Taking this into consideration, we favour a model in which the observed defects in cytokinesis are related to the impaired ability of the mutants to modulate gene expression so as to properly counter the effects of LatA induced stress. This is supported by the observation that the protein levels of all three complex members increase in response to LatA (Figure 5), as well as the observation that wild-type cells modulate the expression of a large sub-set of genes with a role in the stress response (Figures 6, 9 and 10). In any event, we suspect that future analysis of this system might translate into a theoretical framework for understanding how the orthologous MLL5 complex functions to regulate cytokinesis in human cells, as well as how its dysfunction might lead to genomic instability.

## Materials and Methods

### Yeast Methods

All *Schizosaccharomyces pombe* strains used in this work (Table S1) originated from previous studies [12], [44], [45], were created during the course of this work, or were purchased from Bioneer Corporation (Alameda, CA). *Schizosaccharomyces pombe* cells were cultured in either YES or Edinburgh Minimal Media (EMM) (Forsburg and Rhind 2006) with the appropriate supplements (Adenine, Histidine, Leucine, or Uracil). Liquid cultures were grown with shaking (200 rpm) at 30°C. Genetic crosses were performed using standard methods [46]. In experiments involving Latrunculin treatment, *S. pombe* cells were grown to mid log phase (O.D. 0.2) and treated with 0.2–0.5 µM of Latrunculin A (Enzo Life Sciences International, Plymouth Meeting, Pennsylvania) dissolved in DMSO. Cells were grown at 30°C with shaking at 200 rpm for 3–6 hrs, before being fixed. All experiments were repeated a minimum of three times. Plasmid vectors were transformed into *S. pombe* using the lithium acetate protocol according to Forsburg and Rhind [46]. In block and release experiments, *cdc25-22* cells were grown to logarithmic phase in YES at 25°C, shifted to 36°C for 3 hours to block at the G2/M transition, and then shifted back to 25°C to effect release of the block. The cell cycle progress of the strains was subsequently monitored by determining the level of bi-nucleate cells every 30 minutes after the shift.

### Fluorescence Microscopy

*S. pombe* cells expressing Lsg1-GFP fusions, were fixed using ethanol fixation [46] and stored in PBS pH 7.4. To observe nuclei and cell wall/septa material, cells were mixed with 0.02 µg/µL 4′6,-diamidino-2-phenylindole (DAPI) and 1 µg/µL aniline blue. Fluorescent images were obtained using Zeiss Axioskop 2 microscope driven by ImageJ 1.41 software (National Institutes of Health) and Scion CFW Monochrome CCD Firewire Camera (Scion Corporation, Frederick Maryland) using DAPI and GFP filter sets.

### Cloning Methods

The *snt1* gene deletion mutant was created using a PCR based cloning strategy. A 286 bp region upstream of the *snt1* start codon was PCR amplified using High-Fidelity PCR Enzyme Mix (Fermentas Life Sciences) with the forward primer 5′-ggg ggg gta cca aat gaa ggg gat tcc ttg g-3′ and reverse primer 5′-ggg ggc tcg agt gtc aga gga ggc act aca gc-3′ and cloned into the pSKURA4 vector upstream of the *ura4* selectable marker using the restriction enzymes *Kpn*I and *Xho*I (Fermentas Life Sciences). Next, a 259 bp region downstream of the *snt1* stop codon was PCR amplified using the forward primer 5′-ggg ggt cta gat gtg tcg ggt tat gat ggt g-3′ and reverse primer 5′-ggg ggg agc tca ttt ttg gtg tcg gtt ttg c-3′ and cloned downstream of the *ura4* selectable marker in pSKURA4 using the restriction enzymes *Xba*I and *Sac*I. Molecular cloning of the desired fragments was confirmed by restriction digestion and DNA sequencing. The *ura4* selectable marker flanked by upstream and downstream regions of *snt1* was excised with restriction enzymes *Kpn*I and *Sac*I to isolate a linear dsDNA deletion cassette. The deletion cassette was transformed into *S. pombe* strain MBY1343 (*ura4-D18*). Ura4^+^ integrants were selected for by growth on EMM lacking uracil and subjected to colony PCR to identify clones in which the construct had integrated into the genome via homologous recombination. Strains bearing gene deletions of *set3* and *hif2* were purchased from Bioneer Corporation (Alameda, CA). Genotypes were verified by colony PCR. The *hif2::natMX* gene deletion was created using the high throughput knockout strategy devised by the Kim Nasmyth lab [47]. Primers, plasmids and a detailed protocol are available at the *S. pombe* deletion web server (http://mendel.imp.ac.at/Pombe_deletion/).

*S. pombe* strains expressing carboxy-terminal epitope tagged fusion protein were constructed using a PCR based cloning strategy. To create the Set3-GFP and Set3-HA expressing strains a C-terminal fragment of the *set3* gene was PCR amplified using High-Fidelity PCR Enzyme Mix (Fermentas Life Sciences) from *S. pombe* genomic DNA with the forward primer 5′-ggg ggg aat tct gaa ata ctt caa gaa gcg aaa aca ag-3′ and reverse primer 5′-ggg ggc ccg ggt cgc gta aat gaa ggg tta g-3′ and cloned in frame into the *EcoRI* and *SmaI* sites of the pJK210-GFP and pJK210-HA vectors respectively. Molecular cloning of the desired C-terminal fragments was confirmed by restriction digestion and DNA sequencing. Plasmid clones containing the desired C-terminal fragment were transformed into *S. pombe* strain MBY1343 (*ura4-D18*). Ura4^+^ integrants were selected for by growth on EMM lacking uracil and subjected to colony PCR to identify clones in which the construct had integrated into the genome via homologous recombination. To create the Set3-myc expressing strain a C-terminal fragment of the *set3* gene was PCR amplified using High-Fidelity PCR Enzyme Mix (Fermentas Life Sciences) from *S. pombe* genomic DNA with the forward primer 5′-ggg ggg gta cct gaa ata ctt caa gaa gcg aaa aca ag-3′ and reverse primer 5′- ggg ggc ccg ggt cgc gta aat gaa ggg tta g-3′ and cloned in frame into the *KpnI* and *SmaI* sites of the pJK210-Myc vector. Plasmid clones containing the desired C-terminal fragment were transformed into *S. pombe* strain MBY1343 (*ura4-D18*). Ura4^+^ integrants were selected for by growth on EMM lacking uracil and subjected to colony PCR to identify clones in which the construct had integrated into the genome via homologous recombination.

Snt1-GFP and Snt1-Myc as well as Hif2-GFP and Hif2-HA expressing strains were created using an analogous strategy as the epitope tagged Set3p strains. The forward and reverse primers used to create the Snt1-GFP integrant strain were 5′-ggg ggg aat tct gag gtt ggg atg aaa aag aag aa-3′ and 5′-ggg ggc ccg ggt aca att tta tcg ttt ttg gac tg-3′ respectively, and the forward and reverse primers used to create the Snt1-Myc integrant strain are 5′-ggg ggg gta cct gag gtt ggg atg aaa aag aag aa-3′ and 5′-ggg ggc ccg ggt aca att tta tcg ttt ttg gac tg-3′ respectively. The forward and reverse primers used to create the Hif2-GFP and Sif3-HA integrant strains are 5-ggg ggg aat tct gat cta gag gtg atg ctg gtg c-3′ and 5′-ggg ggc ccg ggc aga gaa tca tgt aaa aaa tca ca-3′ respectively.

### Biochemical and Immunological Methods

Cells of the indicated genotype were grown up to the mid-log phase at 30°C, collected by centrifugation, and resuspended in STOP buffer (10 mM Tris-HCl pH 8.0, 150 mM NaCl, 50 mM NaF, 10 mM EDTA, 1 mM NaN_3_). Cell pellets were stored at −80°C up to a maximum of 6 months. Cell pellets were subsequently thawed, and lysed using vortexing with glass beads in extraction buffer (1% IGEPAL CA630 (tetr-Octylphenoxy polyethanol), 150 mM NaCl, 50 mM Tris-HCl pH 8.0, 2 mM EDTA, 1 mM PMSF (phenylmethanesulphonylfluoride), 2 mM Benzamidine, 50 mM NaF, 0.1 mM Na_3_VO_4_, 50 mM B-glycerophosphate, 15 mM p-nitrophenyl phosphate, ¼ Tablet Sigma Protease Inhibitors). Total cell extracts were subjected to SDS-PAGE, transferred to PVDF membranes and immunoblotted with anti-HA primary antibody (HA.11; Sigma) at a dilution of 1∶2000. As a loading control, anti-tubulin (B14; Sigma) was used at a dilution of 1∶2000, or primary antibody specific to the unphosphorylated C-terminal domain of RNA polymerase II (8WG16; Covance) was used at a dilution of 1∶5000. Peroxidase conjugated anti-mouse IgG (Sigma) at 1∶10000, was used as secondary antibody for HA, tubulin and RNA polymerase II blotted membranes. Blots were quantified using ImageJ 1.41 gel analyzer software (National Institutes of Health).

In co-immunoprecipitation experiments cell extracts were obtained from the indicated strains as described above. Immunoprecipitations were performed using Protein G Dynabeads® (Invitrogen) according to the manufacturer's protocol. Briefly, immunoprecipitations were performed by incubating anti-HA antibodies (HA.11; Sigma) with the Protein G Dynabeads using extraction buffer as the wash solution. Cell extracts were then added to the antibody-bound bead slurry. After incubation and repeated washing with extraction buffer, the bound proteins were eluted by incubation at 96°C for 5 minutes. The eluted proteins were then subjected to SDS-PAGE, transferred to PVDF membranes and probed with anti-Myc antibodies (9E10; Sigma).

### Global Gene Expression Analysis

Strains of the indicated genotype were grown to mid-log phase and treated with 0.5 µM LatA or an equal volume of DMSO for 3 hours at 30°C. Total RNA extraction was performed using the Ambion RiboPure™ Yeast Kit (Ambion Inc). Three replicates were performed for each strain under each growth condition (plus or minus LatA). Bioanalysis of all samples showed that the isolated RNA was of sufficient quality to proceed to hybridizations (data not shown). GeneChip® Yeast Genome 2.0 Arrays purchased from Affymetrix were used for hybridization. Hybridizations were performed by the London Regional Genomic Centre using standard Affymetrix protocols. The quality of hybridization was analyzed using duplicate probes for the *bioB*, *bioC*, *bioD*, and *cre* genes. During hybridization, transcripts of these genes are “spiked” into the Affymetrix hybridization cocktail at concentrations of 1.5, 5, 25 and 100 pM, respectively. The level of hybridization as measured by the normalized signal values (data not shown) was consistent with the level of spiked transcript (i.e. *bioB* showed the lowest signal values and *cre* the highest). This demonstrated that the hybridizations had been performed successfully and that the data could be used for further analysis.

Expression profiling data was obtained from London Regional Genomic Centre as .CEL files, which contained the raw hybridization signal-intensity values. Analysis of the data was done using Genespring GX 10.0.1 software provided by Agilent Technologies Inc. and Strand Life Sciences Pvt. Ltd. The .CEL files were first normalized with RMA (robust multi-array analysis) algorithm. RMA uses PM (perfect match) probes from the data and corrects the background by fitting a model that is the addition of an exponentially distributed signal and a normally dispersed background [48]. This generated normalized hybridization signal-intensity data for all twelve samples. Normalized expression data was subsequently used in the analysis. Data was grouped into two categories: genotype (wild type or *set3Δ*), and b) drug (LatA or DMSO treated). Thus, four experimental groups were used for comparison: 1) wild type, DMSO treated, 2) wild type, LatA treated, 3) *set3Δ*, DMSO treated, and 4) *set3Δ*, LatA treated. To identify differentially regulated genes, data was filtered using Volcano plot analysis employing the Benjamin-Hochberg multiple testing correction. Genes showing statistically significant differences (p-value<0.05) and fold changes greater than 1.5 were identified as differentially regulated. Data is accessible from the GEO database under accession number GSE33228).

## Supporting Information

Figure S1 **ClustalW alignments of the Hif2p, Set3p, and Snt1p proteins with their human orthologues, TBL1X (A), MLL5 (B), and NCOR2 (C), respectively.** Alignments in (**B**) and (**C**) were performed with conserved segments present in the N-terminal regions of the respective proteins. Asterisks (*) indicate identities. Colons (**:**) indicate conserved substitutions. Periods (**.**) indicate semi-conserved substitutions.
(TIF)

Figure S2 **Deletion of the** ***set3*** **,** ***snt1*** **, or** ***hif2*** **genes reduces the restrictive temperature of** ***cdc15-140*** **mutants.** Cells of the indicated genotype were cultured to logarithmic growth phase at 25°C. Ten-fold serial dilutions were subsequently plated onto solid YES media and incubated at 25°C, 31°C, or 36°C for 3 d.
(TIF)

Figure S3 **The protein levels of Set3-HA, Snt1-HA, or Hif2-HA do not change as a function of cell cycle position.** Strains of the indicated genotype were grown to early log phase in YES at 25°C and shifted to 36°C for 3 hours to arrest the cells at the G2/M transition. Cells were subsequently released from the block by shifting to 25°C and cells collected every 30 minutes. (**A**) Extracts were subjected to SDS-PAGE, transferred to PVDF membranes, and immunoblotted with anti-HA antibody. Tubulin was used as a loading control. (**B**) To monitor the efficiency of the block and release, the level of bi-nucleate cells was quantitated every 30 minutes after shift to 25°C. (**C**) Representative micrographs of Set3-HA *cdc25-22* cells at various time points after release. Cells were fixed and stained with DAPI (nuclei) and aniline blue (cell wall/septa).
(TIF)

Table S1 **Yeast strains used in this study.**
(DOC)

File S1

# Supplementary material for: The SET Domain Protein, Set3p, Promotes the Reliable Execution of Cytokinesis in Schizosaccharomyces pombe
**Source:** PLoS One. 2012 Feb 8;7(2):e31224. doi: 10.1371/journal.pone.0031224
**Supplement:** Table S1 — Yeast strains used in this study.

| **Table S1: Yeast strains used in this study.** | | |
| --- | --- | --- |
| **Strain Name** | **Relevant Genotype** | **Source** |
| **SR2** | *clp1::ura4+ set3::KanMX ura4-D18* | This Study |
| **SR3** | *lsk1::ura4+ set3::KanMX ura4-D18* | This Study |
| **SR4** | *set3-GFP::ura4+ ura4-D18 h+* | This Study |
| **SR5** | *set3-HA::ura4+ ura4-D18 h+* | This Study |
| **SR10** | *hif2-HA::ura4+ ura4-D18 h+* | This Study |
| **SR11** | *hif2-myc::ura4+ ura4-D18 h+* | This Study |
| **SR14** | *snt1-GFP::ura4+ ura4-D18 h+* | This Study |
| **SR15** | *snt1-HA::ura4+ ura4-D18 h+* | This Study |
| **SR16** | *snt1-myc::ura4+ ura4-D18 h+* | This Study |
| **SR20** | *set3::KanMX ura4-D18 leu‐32 ade6‐216 h+* | This Study |
| **SR22** | *hif2::KanMX ura4-D18 leu‐32 ade6‐216 h+* | This Study |
| **SR35** | *set3-HA::ura4+ snt1-myc::ura4+ ura4-D18* | This Study |
| **SR36** | *set3-myc::ura4+ hif2-HA::ura4+ ura4-D18* | This Study |
| **SR37** | *snt1-myc::ura4+ hif2-HA::ura4+ ura4-D18* | This Study |
| **SR40** | *hif2-GFP::ura4+ ura4-D18 h+* | This Study |
| **SR45** | *snt1::ura4+ ura4-D18 h+* | This Study |
| **RS47** | *ura4‐D18 leu‐32 ade6‐216 h‐* | JK Collection |
| **MBY154** | *cdc15-140 ade6-21x leu1-32 h-* | JK Collection |
| **MBY1343** | *ura4‐D18 leu+ h+* | JK Collection |
| **JK9** | *clp1::ura4+ ura4-D18 h-* | JK Collection |
| **JK29** | *lsk1::ura4+ ura4-D18 leu1-32 h-* | JK Collection |
| **JK697** | *set3::KanMX cdc15-140 ade6-21x leu1-32* | This Study |
| **JK699** | *set3-HA::ura4+ cdc25-22 ura4-D18* | This Study |
| **JK700** | *snt1-HA::ura4+ cdc25-22 ura4-D18* | This Study |
| **JK701** | *hif2-HA::ura4+ cdc25-22 ura4-D18* | This Study |
| **JK715** | *snt1::ura4 cdc15-140 ura4-D18* | This Study |
| **JK730** | *hif2::NatMX ura4-D18 leu1-32 ade6-216 his3-D1h-* | This Study |
| **JK731** | *set3::KanMX hif2::NatMX ura4-D18 leu‐32 ade6‐216 h+* | This Study |
| **JK732** | *snt1::ura4+ hif2::NatMX ura4-D18 h+* | This Study |
| **JK733** | *set3::KanMX snt1::ura4 ura4-D18* | This Study |
| **JK734** | *set3::KanMX snt1::ura4 hif2::NatMX ura4-D18* | This Study |
| **JK736** | *hif2::NatMX cdc15-140 ade6-21x leu1-32* | This Study |

How the deposited data were processed for this re-analysis (not part of the article)

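Expression was measured on 12 Affymetrix Yeast Genome 2.0 arrays, 3 for each of wild type with DMSO, wild type with LatA, *set3Δ* with DMSO and *set3Δ* with LatA. All 12 arrays were used. The authors normalized the arrays with RMA, and the deposited values are log2 intensities in which each probe set is centred on its median over the 12 arrays. That centring was read from the values themselves, since every probe set has a median of 0. The annotation version of the array is not given in the sources used here. Signal over background could not be judged from centred values, so no probe set was left out as dim, and the spread between replicate arrays is the measure of precision given. No genome coordinates are reported.

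Probe sets were named with the platform's annotation table and, where that gave no name, with File S1, of which the sheet of all genes was read in part (1999 probe sets). Probe sets that match several genes or have no name were tested but are not named. The gene lists of File S1 (CESR-UP, CESR-DN, cytokinesis, cellular response to stress, and the study's own lists of genotype differences) were used as given. Further lists were written before the deposited values were examined, but after the group values printed in File S1 had been seen, and those of M-cell, subtelomeric, histone, iron and meiosis genes were included partly because such genes stood in its tables. These lists are: the Set3 complex, M-cell and P-cell mating genes, the Sty1p MAP kinase pathway, heat-shock proteins, oxidative stress defence, trehalose and glycerol metabolism, actin and the actomyosin ring, the septation initiation network, Ace2p cell separation genes, septum and cell wall synthases, S-phase genes regulated by MBF, mitotic genes, core histones, iron uptake, phosphate uptake, hexose transport and gluconeogenesis, entry into meiosis, auxotrophic marker genes, ribosomal proteins, ribosome biogenesis, *wtf* elements, Tf2 retrotransposons and subtelomeric genes.

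Groups were compared with linear models in limma 3.58.1 (R 4.3.3, statmod 1.5.0) with moderated variances. The LatA response of each strain and the difference between the strains in each treatment were fitted on the 6 arrays concerned, and the difference between the LatA responses on all 12. A gene was counted at an adjusted p below 0.05 (Benjamini-Hochberg over all probe sets) and a fold change above 1.5. Counts within a list are also given with the adjustment over the list alone. Lists were tested against all other probe sets with camera, at its preset correlation between genes of 0.01 and also with an estimated correlation. Limma's fry, which takes each list by itself, was run beside it. Its values are given for the CESR lists and for the lists that passed camera for the difference between the LatA responses. The CESR score of an array is the mean of the CESR-UP genes minus the mean of the CESR-DN genes, and its differences were tested with exact permutations. Overlaps were tested with Fisher's exact test. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

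The genes to name were set by rule before the data were examined: for each comparison, the 8 largest changes in each direction among probe sets that passed and whose groups do not overlap, the genes the paper names for the arrays or as regulators of cytokinesis, up to 4 members of each list with the largest change, and all passing members where a list had at most 5. Outside this rule, SPAC4H3.03c, SPAC977.06, SPBPB2B2.07c, SPCC1739.08c, *egt1* were chosen after their values were seen. Genes named in one comparison by this rule are also given in others. The procedure was tested on simulated data with the spread of each probe set in these arrays and known changes added. Of changes of 1.2 on the log2 scale, 92.5% were recovered in the LatA response of either strain, 83.6% between the strains with DMSO and 95.5% with LatA. For the difference between the LatA responses, 92.5% of changes of 1.2 and 65.7% of changes of 0.8 were recovered. No call was in the wrong direction, and from 0 to 4 unchanged probe sets were called. The simulated noise was independent between probe sets, without the correlation between genes or the structure between arrays of the real data. These rates therefore check the procedure and are not error rates for these arrays.

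The alternatives tried were a fit of all 12 arrays together, the replicate number as a block, each gene's own variance, array weights, arrays centred on their median, leaving out probe sets that can match several genes, other limits on fold change and p, and leaving out each array in turn. An intensity trend of the variance, a filter on dim probe sets and a quantile normalization over the *S. pombe* probe sets were planned and not run, because centred values hold no level.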

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

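The tests of the spread between arrays, of exchanged treatment labels, of the CESR and CESR-UP levels with LatA, also without *mfm2*, of mating type and of shared probe sets were chosen after their results were seen, and the lists of M-cell, subtelomeric, histone, iron and meiosis genes were included partly because such genes stood in the tables of File S1.

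Differences between the strains in the LatA response passed the test over 12 arrays for 3 probe sets (limma, as *set3Δ* minus wild type): an unnamed probe set (-1.87), SPAPB1A11.02 (1.87) and SPAC922.03 (-1.15). Of 100 splits of the arrays, the real one included, 13 called as many or more probe sets, up to 335. The split with 335, which puts wild-type DMSO replicate 1 with *set3Δ* DMSO replicates 1 and 3 and keeps the wild-type LatA arrays together, points to a structure of the samples. The splits exchange strain labels within each treatment, so strain differences present in both treatments can turn into differences of response. They therefore cannot decide whether chance accounts for the 3 calls, which stays open. Lists that passed camera for this difference had medians of -0.303 (core histones), 0.427 (CESR-DN), -0.202 (CESR-UP), -0.183 (subtelomeric genes), -0.886 (iron uptake), -0.0591 (cellular response to stress), -0.398 (Ace2p cell separation genes), -0.0991 (actin and ring) and -0.157 (oxidative stress defence). Of these 9 lists, the core histones (adjusted p = 0.00393), subtelomeric genes (0.00344) and iron uptake (0.04) also passed limma's fry test, and the others did not. With an estimated correlation 1 list of these 9 passed camera, the subtelomeric genes (adjusted p = 0.0214). Of the same 100 splits, 48 passed as many lists, up to 17. These splits have the same limit, so chance stays open here too.

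Gene lists other than those of File S1 also held changed genes, though many genes of oxidative stress defence are in its CESR and stress lists too. In wild type with LatA, 5 of 7 Ace2p cell separation genes and 6 of 8 MBF genes fell, 4 of 12 genes of oxidative stress defence rose, and 4 of 14 *wtf* elements changed. In *set3Δ* with LatA, 6 of 13 core histone probe sets, 4 of 9 genes of entry into meiosis and 4 of 7 iron uptake genes fell, and 15 of 60 subtelomeric probe sets changed (3 higher, 12 lower). Between the strains with LatA, 4 core histone probe sets, 4 M-cell probe sets and 15 subtelomeric probe sets were lower in *set3Δ*. The calls of the *set3Δ* response depend on single arrays: over all probe sets 176 passed, 18 without *set3Δ* DMSO replicate 1, 0 without LatA replicate 1 or LatA replicate 2, and 107 without LatA replicate 3.

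The splits of 3 arrays against 3 number 10, the real one included, too few for a share under 0.05. The splits with a count as large as the real one, the real one included, were 1 for all calls (708 against 0 as the highest other), the CESR (150 against 0), stress (157 against 0) and cytokinesis calls (33 against 0) of the wild-type response, 1 for all calls (176 against 0), the CESR (31 against 0), stress (51 against 0) and cytokinesis calls (12 against 0) of the *set3Δ* response, and 1 for all calls (154 against 0), the stress calls (45 against 0) and the cytokinesis calls (3 against 0) between the strains with LatA. Between the strains with DMSO they were 2 for all calls (6 against 59) and 2 for the cytokinesis calls (1 against 4); the split with 59 calls sets *set3Δ* replicates 1 and 3 with wild-type replicate 1 and points to a structure of the samples. For lists passing camera they were 4 (9 against 9) and 2 (11 against 11) for the responses of wild type and *set3Δ*, and 5 (8 against 12) and 1 (12 against 10) between the strains with DMSO and LatA.

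The mean CESR score lay higher in *set3Δ* with DMSO, and its mean change with LatA was smaller there. A lower level with LatA in *set3Δ* is argued against for the CESR-UP genes, whose mean was 0.277 higher there (SD 0.0787), in all 9 pairs of arrays, but it stays open for the CESR as a whole: the score was 0.2728 higher, yet it hides the CESR-DN genes, whose mean without the M-cell gene *mfm2* was 0.0586 higher in *set3Δ* (SD 0.0526), a weaker repression, and without *mfm2* the score was higher in 8 of 9 pairs. Spread between the DMSO arrays may account for the smaller rise: the difference ran from -0.9194 without *set3Δ* DMSO replicate 2 to -0.3836 without *set3Δ* DMSO replicate 1. The permutation p of the difference was 0.325, but its exchanges also carry the higher mean score of *set3Δ* in both treatments, so it decides little. Treatment labels exchanged between *set3Δ* arrays are argued against, since in the mean of the core histones the lowest array with DMSO lay 0.4 above the highest with LatA (SD 0.0809), and *set3* itself holds to the strain labels in all arrays; the test of a mislabelled array set beforehand, on the Ace2p and MBF genes, did not decide, with a gap of 0.195 (SD 0.415), as *set3Δ* LatA replicate 3 (-0.0479) stood apart from replicates 1 and 2 (-0.993 and -1.08). An effect of *set3* on the level without LatA stays open, untested beyond these arrays.

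Of 10 M-cell probe sets 4 passed as lower in *set3Δ* with LatA (4 when adjusted over the list alone), *mat3-Mc*, *mfm2*, *mam1* and *mam2*, and 3 lay higher; the list passed camera with LatA (adjusted p = 0.00102, and adjusted p = 0.3 with an estimated correlation). The P-cell genes, which h+ cells express, had a median difference of 0.0356 with LatA; 4 were measured and the mating-type genes *matpc* and *matpi* could not be matched to a probe set, so this decides little. Mating type and the deletion cannot be told apart here, because Table S1 lists a matching wild type as h− and the *set3Δ* strain as h+, while it also lists an h+ wild-type background and the paper does not say which strains were hybridized.

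Of 60 subtelomeric probe sets 15 passed as lower in *set3Δ* with LatA. These 15 had a median difference of -0.204 with DMSO against -1.09 with LatA, which had been set beforehand as evidence against loss of subtelomeric DNA; that rule was wrong, because centred values do not show whether wild type expresses these genes with DMSO. Loss of DNA therefore stays open for the list, which also leaves out *gdt1* (-3.53 with DMSO and -3.55 with LatA), although 5 of the 15 fell with LatA in *set3Δ* and so still gave a signal there. Probe sets shared by several genes are argued against as the whole cause, since the list passed without them (adjusted p = 0.00406, the highest over the alternatives other than the estimated correlation, where it was 0.19). An effect of *set3* on these genes in LatA stays open beside loss of DNA.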

How the results depend on the processing

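The alternatives were set before the data were examined, except the CESR score with the CESR-DN genes without *mfm2*, which was chosen after seeing the data: its differences kept their direction and moved by less than the SD between replicates (0.2185 between the strains with LatA), but the strains then overlapped with LatA. Direction was stable for the CESR genes of wild type (120 to 124 CESR-UP and 94 to 97 CESR-DN genes without single arrays). Of 253 values of genes named by the rule, 91 of them passing, none reversed as a passing value under any alternative. This was largely fixed by design. Each gene's own variance, the replicate number as a block and the fit of all arrays together leave group differences unchanged. The largest changes were chosen for groups that do not overlap, so leaving out an array cannot turn their sign. With own variance 42 values weakened and 0 grew stronger, with the block 24 and 0, and with array weights 4 and 38. Without single arrays 153 of 1836 weakened and 52 grew stronger. Where a count moved, the cause was not tested unless stated.

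In one fit of all 12 arrays, calls between the strains with DMSO numbered 93, CESR-UP genes in *set3Δ* 33, CESR genes 48 and cytokinesis genes 22, and cytokinesis genes between the strains 3 with DMSO and 1 with LatA. With the replicate number as a block (replicate block), as if the numbers paired the arrays, the *set3Δ* response had 0 calls and its CESR-UP, CESR-DN, CESR, stress and cytokinesis counts were 0. Neither the labels nor the paper say whether equal numbers were processed together, and the values do not decide it. Equal numbers correlated from -0.497 to 0.562 between groups, with a consensus correlation of 0.0786. Between the strains with DMSO the correlation was 0.443 for replicate 1 and 0.562 for replicate 2, but -0.497 for replicate 3.

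With each gene's own variance (own variance), calls numbered 5 in *set3Δ*, 3 between the strains with DMSO, 74 with LatA and 0 for the difference between the responses. In *set3Δ*, CESR-UP counted 1, CESR-DN 0, CESR 1, stress 2 and cytokinesis 0. Between the strains, cytokinesis counted 0 with DMSO and 1 with LatA, and stress 27 with LatA. With array weights, calls between the strains with DMSO numbered 134 (cytokinesis 4), the difference between the responses 324, and *hif2* had a value of 0.0030; in 3 fits the weights had not converged. With arrays centred on their median, the difference between the responses had 8 calls and *hif2* a value of 0.0190. Without _s_at and _x_at probe sets, cytokinesis genes between the strains with DMSO counted 0, as *mat3-Mc* is such a probe set.

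With no fold minimum, which lets smaller changes pass, calls numbered 2099 in wild type, 607 in *set3Δ* and 889 between the strains with LatA. Stress genes counted 294 in wild type, 96 in *set3Δ* and 134 between the strains with LatA, cytokinesis genes 124, 43 and 51, CESR-DN genes in *set3Δ* 16 and CESR genes between the strains with LatA 74. With a fold above 2, calls numbered 201, 54 and 66. Wild-type counts were 47 for CESR-UP, 24 for CESR-DN, 71 for CESR, 83 for stress and 7 for cytokinesis. *set3Δ* counts were 3 for CESR-DN, 20 for CESR, 30 for stress and 5 for cytokinesis, and between the strains with LatA 1 for cytokinesis, 21 for stress and 19 for CESR.

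With an unadjusted p, calls numbered 140 between the strains with DMSO (cytokinesis 3) and 219 for the difference between the responses, and in *set3Δ* CESR-UP 38, CESR-DN 17, CESR 55, stress 80 and cytokinesis 23. With the list alone, CESR-DN in *set3Δ* counted 16 and cytokinesis between the strains with LatA 1. With the list alone with own variance, *set3Δ* counts were 2 for CESR-UP, 0 for CESR-DN, 1 for CESR, 7 for stress and 0 for cytokinesis, and 1 for cytokinesis between the strains with LatA. With an estimated correlation, lists passing fell from 9 to 0 in wild type, 11 to 0 in *set3Δ*, 8 to 0 and 12 to 0 between the strains with DMSO and LatA, and 9 to 1 for the difference between the responses.

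Without single arrays, calls ran in wild type from 558 (without DMSO replicate 3) to 990 (without DMSO replicate 1), in *set3Δ* from 0 (without LatA replicate 1 or LatA replicate 2) to 218 (without DMSO replicate 3), with 18 without DMSO replicate 1 and 107 without LatA replicate 3. Between the strains they ran with DMSO from 3 (without wild-type replicate 2) to 6 (without *set3Δ* replicate 2), and with LatA from 93 (without *set3Δ* replicate 2) to 174 (without *set3Δ* replicate 3), with 94 without wild-type replicate 2. For the difference between the responses they ran from 0 (without any of 5 arrays) to 260 (without wild-type DMSO replicate 1). Wild-type cytokinesis ran from 26 (without DMSO replicate 3) to 50 (without DMSO replicate 1). In *set3Δ* the CESR-UP, CESR-DN, CESR, stress and cytokinesis counts were each 0 without LatA replicate 1 or LatA replicate 2, cytokinesis also without DMSO replicate 1; the highest were 28 for CESR-UP (without DMSO replicate 2), 22 for CESR-DN and 40 for CESR (without DMSO replicate 3), 44 for stress (without DMSO replicate 2 or DMSO replicate 3) and 16 for cytokinesis (without LatA replicate 3). Between the strains, cytokinesis with DMSO was 0 without wild-type replicate 2 and otherwise 1, and with LatA it ran from 1 (without replicate 2 of either strain) to 9 (without *set3Δ* replicate 3), as stress ran from 29 (without *set3Δ* replicate 2) to 51 (without *set3Δ* replicate 3). Lists passing ran in *set3Δ* from 7 (without DMSO replicate 3) to 12 (without DMSO replicate 2 or LatA replicate 2), and for the difference between the responses from 5 (without *set3Δ* DMSO replicate 3) to 10 (without wild-type DMSO replicate 3 or *set3Δ* LatA replicate 3). The value of *hif2* ran from -0.0446 (without wild-type LatA replicate 1) to 0.0265 (without wild-type DMSO replicate 1).

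An intensity trend of the variance, a filter on dim probe sets and a quantile normalization were not run, since centred values hold no signal over background; how far weak signal limits the calls is therefore unknown.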

Differences from the paper's values

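The alternatives named here were set before the data were examined, and the thresholds are those the paper states.

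Between *set3Δ* and wild type with DMSO, 6 genes were differentially expressed here, against 3 in the paper. The value was 3 with each gene's own variance and 3 without WT DMSO replicate 2, and 4 without probe sets that can match several genes, without set3Δ DMSO replicate 1 or without set3Δ DMSO replicate 3, each within 1.5 times the paper's; under the other alternatives it was not. With LatA, 152 genes differed here, against 73 in the paper. The value was 73 with each gene's own variance, 66 at a fold change above 2, 93 without WT LatA replicate 2 and 92 without set3Δ LatA replicate 2; under the other alternatives it stayed apart from the paper's.

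With LatA in *set3Δ*, 31 CESR genes were differentially expressed here, against 1 in the paper. The value was 1 with each gene's own variance, over all probe sets or over the list alone. It was as low or nearly as low in some others: 0 with the replicate block, 0 without set3Δ LatA replicate 1 or LatA replicate 2, and 3 without set3Δ DMSO replicate 1. Under the remaining alternatives it ran from 12 to 55. For the list of cellular response to stress it was 51 here, against 7 in the paper. It was 7 with each gene's own variance and the adjustment over the list alone, and 5 without set3Δ DMSO replicate 1. It was lower than the paper's with own variance over all probe sets (2), with the replicate block (0) and without set3Δ LatA replicate 1 or LatA replicate 2 (0). Under the remaining alternatives it ran from 24 to 96. With each gene's own variance and the adjustment over the list alone, the wild-type counts also equal the paper's 144 CESR and 113 stress genes, where 150 and 157 were found here.

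The paper states that no gene of its cytokinesis list was differentially expressed. Read as the response to LatA, 33 genes passed here in wild type, and at least 7 under every alternative. These 33 were a smaller share of the list than the 708 calls were of all probe sets. Read as a difference between the strains, 1 passed with DMSO and 3 with LatA, while 327 and 326 of the 332 genes lay within 1.5-fold. With DMSO the count was 0 with each gene's own variance, without probe sets that can match several genes and without WT DMSO replicate 2; with LatA it was 1 or more under every alternative. The gene *mat3-Mc*, which passed in both treatments, is in the cytokinesis list and also in the study's own list of genotype differences with LatA.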

Other observations

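The lists below were set before the deposited values were examined, but those of histone, iron, meiosis and subtelomeric genes were included partly because such genes stood in the tables of File S1, so their results are not independent of these samples.

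The Ace2p targets of cell separation fell with LatA in wild type (5 of 7, 5 when adjusted over the list alone), with *adg2* at -0.94 (standard error 0.06), and in *set3Δ* 2 passed (5 when adjusted over the list alone). In camera the list fell in both strains (adjusted p = 0.00153 and 0.00162; 0.71 and 0.694 with an estimated correlation, and 0.0863 for wild type in one fit of all 12 arrays). S-phase genes regulated by MBF fell as well, 6 of 8 in wild type (6 when adjusted over the list alone), among them *cig2* (-1.22, standard error 0.08) and *cdc22* (-1.09, standard error 0.08), and 1 of 8 in *set3Δ* (5 when adjusted over the list alone). Of 8 mitotic genes none passed in limma in any comparison (2 at an unadjusted p below 0.05 in wild type, 1 in *set3Δ*, 0 between the strains with DMSO and 4 with LatA). All 8 lay higher in *set3Δ* in both treatments, and with LatA the list passed camera (adjusted p = 0.0145, 0.107 without *set3Δ* LatA replicate 3, and adjusted p = 0.623 with an estimated correlation).

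Core histone transcripts fell with LatA in *set3Δ*, 6 of 13 probe sets (6 when adjusted over the list alone), with *hhf1*, a histone H4 gene, at -1.21 (standard error 0.13) and *hht1*, a histone H3 gene, at -0.74 (standard error 0.10). None passed in limma in wild type (5 at an unadjusted p below 0.05). The difference between the strains' responses passed limma for none of the 13 (10 at an unadjusted p below 0.05, 4 when adjusted over the list alone), and in camera it had adjusted p = 1.22e-11, and adjusted p = 0.187 with an estimated correlation. The list mean was -0.568, -0.574 and -0.374 in the *set3Δ* arrays with LatA and between -0.0839 and 0.111 in all others.

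The means of the 7 iron uptake genes with DMSO were 1.13, 0.716 and 0.463 in *set3Δ* and -0.0353, -0.0996 and 0.107 in wild type; between the strains with DMSO none of the 7 passed in limma (3 at an unadjusted p below 0.05, 2 when adjusted over the list alone), and the list passed camera (adjusted p = 0.00559, and adjusted p = 0.571 with an estimated correlation). With LatA 4 of 7 fell in *set3Δ* (4 when adjusted over the list alone): *fio1* (-1.86, standard error 0.40), *frp1* (-1.55, standard error 0.19), *str1* (-1.51, standard error 0.35) and *fip1* (-1.32, standard error 0.21). In wild type 2 of 7 passed (0 when adjusted over the list alone). Of 4 phosphate uptake genes 1 fell in wild type and 3 in *set3Δ*, with *pho84* passing (standard error 0.13, adjusted p = 0.0203 from limma). Of 9 genes of entry into meiosis none passed in wild type in limma (1 at an unadjusted p below 0.05) and 4 fell in *set3Δ* (4 when adjusted over the list alone), among them *ste4* (-1.03, standard error 0.14). These *set3Δ* calls come from a comparison in which none of all probe sets passed without LatA replicate 1 or LatA replicate 2.

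Of 14 *wtf* elements 3 rose and 1 fell in wild type with LatA, and none passed in *set3Δ* in limma (6 at an unadjusted p below 0.05). Of 60 subtelomeric probe sets 17 passed in wild type (9 higher, 8 lower). The single Tf2 probe set passed in no comparison in limma (at an unadjusted p below 0.05 in 1, the *set3Δ* response). None of the 3 auxotrophic marker genes passed in any comparison in limma (at an unadjusted p below 0.05, 2 between the strains with DMSO and 1 in the wild-type response).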
